# Six1 homeoprotein drives myofiber type IIA specialization in soleus muscle

**DOI:** 10.1186/s13395-016-0102-x

**Published:** 2016-09-05

**Authors:** Iori Sakakibara, Maud Wurmser, Matthieu Dos Santos, Marc Santolini, Serge Ducommun, Romain Davaze, Anthony Guernec, Kei Sakamoto, Pascal Maire

**Keywords:** Six1, Myosin heavy chain, Skeletal muscle, Slow and fast myofibers, Soleus, Pvalb

## Abstract

**Background:**

Adult skeletal muscles are composed of slow and fast myofiber subtypes which each express selective genes required for their specific contractile and metabolic activity. Six homeoproteins are transcription factors regulating muscle cell fate through activation of myogenic regulatory factors and driving fast-type gene expression during embryogenesis.

**Results:**

We show here that Six1 protein accumulates more robustly in the nuclei of adult fast-type muscles than in adult slow-type muscles, this specific enrichment takes place during perinatal growth. Deletion of Six1 in soleus impaired fast-type myofiber specialization during perinatal development, resulting in a slow phenotype and a complete lack of Myosin heavy chain 2A (MyHCIIA) expression. Global transcriptomic analysis of wild-type and Six1 mutant myofibers identified the gene networks controlled by Six1 in adult soleus muscle. This analysis showed that Six1 is required for the expression of numerous genes encoding fast-type sarcomeric proteins, glycolytic enzymes and controlling intracellular calcium homeostasis. Parvalbumin, a key player of calcium buffering, in particular, is a direct target of Six1 in the adult myofiber.

**Conclusions:**

This analysis revealed that Six1 controls distinct aspects of adult muscle physiology in vivo*,* and acts as a main determinant of fast-fiber type acquisition and maintenance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13395-016-0102-x) contains supplementary material, which is available to authorized users.

## Background

Adult skeletal muscles are composed of slow and fast myofiber types, and each skeletal muscle is composed of a stereotyped percentage of myofibers of different subtypes. Myofiber types are characterized by the expression of slow- or fast-type sarcomeric proteins and specific Ca^2+^-handling proteins that modulate its intracellular concentration during the excitation/contraction/relaxation cycle, by their glycolytic and mitochondrial oxidative metabolic properties as well as by their myoglobin content [1–4]. More specifically, the formation of slow or fast sarcomeric units is achieved by the expression of fiber-type specific isoforms of sarcomeric genes such as myosin heavy chain (*MyHCI*, *MyHCIIA*, *MyHCIIX*, *MyHCIIB*), troponin C (*Tnnc1*, *Tnnc2*), troponin I (*Tnni1*, *Tnni2*), and troponin T (*Tnnt1*, *Tnnt3*). Their metabolic properties are determined by glycolytic enzymes (*Gck*, *Aldoa*, *Pfkm*, *Pfkfb1*, *Eno3*) and by mitochondrial oxidative enzymes [5]. Upon motoneuron firing, stimulation intramyofibrillar Ca^2+^ is released from the sarcoplasmic reticulum to trigger muscle contraction through its binding to troponin C, and further activation of myosin heavy chain ATPase. The cytosolic Ca^2+^ reuptake is carried out by the sarcoplasmic reticulum SERCA proteins encoded by slow-type *Atp2a2* and fast-type *Atp2a1* [1–4]. SERCA activity is regulated by sarcolipin (*Sln*), expressed in slow and fast oxidative fibers, by phospholamban (*Pln*) and by myoregulin (*Mln*) expressed in fast fibers, known repressors of SERCA activity [6, 7] through binding to SERCA proteins [8–10]. In fast-type fibers, parvalbumin (*Pvalb*), a Ca^2+^ buffering protein, removes Ca^2+^ efficiently from the cytosol to promote relaxation of the myofiber [11].

In adult skeletal muscle, the expression of fiber type-specific genes is coordinated by transcription factors whose activity is modulated by cascades of signaling pathways connected with the environment; mainly by Ca^2+^ flux induced by motoneuron stimulation, O_2_, hormones and nutrients availability. Slow motoneuron firing leads to sustained low amplitude elevation in intramyofibrillar calcium concentrations able to activate calcineurin, and CamK while fast motoneuron firing leads to brief intramyofibrillar calcium transients of high amplitude that do not activate calcineurin [12, 13]. Activated calcineurin and CaMK increase the activity of NFAT and MEF2 transcription factors leading to slow sarcomeric gene expression [14, 15]. Muscle mitochondrial oxidation activity which is increased during exercise is under the control of PPARβ/δ and PGC1α and PGC1β, two transcriptional coactivators of PPARβ/δ and activators of oxidative metabolism [16–18]. Whereas muscle specific deletion of both PGC1α and PGC1β does not change muscle fiber type [19], muscle-specific deletion of PPARβ/δ leads to an increased number of fast fibers with reduced oxidative capacity [20], while PPARβ/δ ectopic expression in adult myofibers can change both myosin heavy chain content and oxidative metabolism [21]. Upstream regulators controlling fast myofiber phenotypes are HDACs, Sox6 and *Linc-Myh* known to suppress slow-type gene expression in fast myofibers [15, 22–25], MyoD [26] and Six1 [25, 27]. Hif1α regulates the expression of genes coding for enzymes of the glycolysis pathway, but its deletion does not lead to major modification of the expression of fiber-type specific sarcomeric proteins while it impairs metabolic adaptation upon exercise [28]. Little is known however concerning the importance of these fiber-type regulators in the coordinated expression of slow or fast genes during perinatal development, the period when muscle fiber specialization takes place [1, 2]. In particular, the mechanisms presiding at the expression of a single fast Myh gene in hundreds nuclei of a myofiber have not yet been elucidated [25, 29, 30].

Six homeoproteins are major myogenic transcription factors that directly bind to DNA sequences called MEF3s to control embryonic myogenesis [31–34] and genesis of fast-type myofibers [29, 35]. Forced expression of Six1 and its Eya1 cofactor in adult slow myofibers can reprogram adult slow-twitch oxidative fibers toward a fast-twitch glycolytic phenotype [31]. In adult fast-type skeletal muscles, Six1 directly regulates the expression of numerous fast-type muscle genes [25]. Furthermore, Six1 interacts with the central enhancer of the *Myh* fast genes locus, and controls the expression of the fast-type *Myh* genes (*MyHCIIA*, *MyHCIIX*, *MyHCIIB*) [25].

While *Six1* has been detected in soleus (SOL) muscle at the mRNA and protein levels, its physiological role in slow-type muscles has not been explored [25]. Mouse C57bl6N SOL is classified as a slow-type skeletal muscle, composed of approximately 60 % of slow-type/oxydative myofibers and 40 % of fast-type/oxydative myofibers. In this study, we analyzed the phenotypic consequences of Six1 loss in SOL myofibers during mouse perinatal development and in adult. We show that Six1 governs the specification of fast MyHCIIA myofibers and is required for the maintenance of *MyHCIIA* expression.

## Methods

### Animals and ethics statement

Animal experimentation was carried out in strict accordance with the European convention STE 123 and the *French* national charter on the *Ethics* of *Animal Experimentation*. Protocols were approved by the Ethical Committee of Animal Experiments of the Institut Cochin, CNRS UMR 8104, INSERM U1016. Surgery was performed under ketamine/xylazine anesthesia, and all efforts were made to minimize suffering. *Six1*^*flox/flox*^; *HSA-Cre* conditional knockout mice (*cSix1*KO) were obtained by breeding the *Six1*-*LoxP* mice and transgenic mice expressing a CRE recombinase under the control of the human skeletal actin promoter (HSA) [20]. *Six1*^*flox/flox*^; *HSA-Cre-ER*^*T2*^ conditional inducible knockout mice (*ciSix1* KO) were obtained by breeding the *Six1*-*LoxP* mice and *HSA-CRE-ER*^*T2*^ mice [36]. two-month-old *ciSix1* KO males were given intraperitoneal injection of tamoxifen (1 mg per mouse per day; Sigma) for five consecutive days.

### Immunohistochemistry

For Six1 immunostaining, SOL and gastrocnemius plantaris (GP) muscles were embedded in cryomatrix and quickly frozen in isopentane cooled with liquid nitrogen. Cryostat sections (10 μm) were fixed in 4 % PFA and washed in 1× PBS. The sections were treated with Antigen Unmasking Solution (H-3300, Vector Laboratories) at 95 °C for 10 min and washed in 1× PBS for three times. Sections were treated with 1 % H_2_O_2_ solution for 20 min. After three washes in 1× PBS, they were permeabilized with 0.1 % Triton X-100 for 20 min and left for 1 h in blocking solution (1× PBS, 1.5 % goat serum, 0.1 % Triton X-100). Rabbit polyclonal antibodies directed against Six1 (HPA001893, Sigma) (1/100 dilution), and dystrophin (NCL-DYS2, Leica Biosystems) (1/50 dilution) were applied overnight at 4 °C to the treated sections. The next day, after three washes with 1× PBS containing 0.05 % Tween-20, sections were incubated for 1 h with appropriate fluorescent secondary antibodies (Alexa Fluor 594 goat anti-mouse IgG 1/1000 dilution, Invitrogen) and biotynilated secondary antibodies (anti-rabbit IgG 1/200, Vector Laboratories). After three washes with 1× PBS containing 0.05 % Tween-20, samples were incubated in VECTASTAIN Elite ABC Reagent (Vector Laboratories) for 30 min. After three washes with 1× PBS containing 0.05 % Tween-20, samples were incubated with a tyramide solution labeled by Alexa Fluor 488 (Tyramide Signal Amplification kit, invitrogen). After three washes with 1× PBS containing 0.05 % Tween-20, samples were mounted in Vectashield mounting medium.

For determination of Myh isoform expression, SOL and GP muscles were embedded in cryomatrix and quickly frozen in isopentane cooled with liquid nitrogen. Cryostat sections (10 μm) were washed in PBS, permeabilized with 0.1 % Triton X-100 for 20 min and left for 1 h in blocking solution (1× PBS, 1.5 % goat serum, 0.1 % Triton X-100). Rabbit poly-clonal antibodies directed against Laminin (Z0097, Dako) (1/100 dilution), and mouse monoclonal antibodies against MyHCI (NOQ7.5.4D, Sigma) (1/1000 dilution), MyHCIIA (SC-71, Developmental Studies Hybridoma Bank) (1/20 dilution), fast MyHCs (My-32, Sigma) (1/50 dilution) and MyHCemb (F1.652, sc-53091 Santa Cruz Biotechnology, Inc.) (1/20 dilution) were applied overnight at 4 °C to the treated sections. The next day, after three washes with 1× PBS containing 0.05 % Tween-20, sections were incubated for 1 h with appropriate fluorescent secondary antibodies (Alexa Fluor 488 goat anti-rabbit IgG 1/1000 dilution, Alexa Fluor 594 goat anti-mouse IgG 1/1000 dilution, Invitrogen). After three washes with 1× PBS containing 0.05 % Tween-20, samples were mounted in Vectashield mounting medium. For fiber type counting, each MyHC positive fiber was counted in the entire SOL muscle sections, and the number of positive fibers was divided by the total SOL number of fibers.

### SDH/GPDH staining

Fresh-frozen sections were incubated in 0.2 M phosphate buffer (pH 7.6) containing sodium succinate and nitroblue tetrazolium, NBT (N6876, Sigma Aldrich) for 30 min at 37 °C. Sections were then washed with water and mounted in glycerine gelatin medium. GPDH staining was performed by incubation of unfrozen muscle sections with α-glycerol phosphate as described [37]. For quantification of SDH and GPDH staining, the color images were converted to thresholded images at hue (121-208) and brightness (0-140) by a threshold tool of ImageJ software. The area of thresholded images was measured by ImageJ and normalized by the whole soleus muscle area.

### RNA preparation

Soleus muscles were collected from *cSix1 KO* and control mice. Total RNAs were extracted using Trizol Reagent (Invitrogen) according to manufacturer’s instruction.

### cDNA synthesis and qPCR

RNAs were treated with DNase I (Turbo DNA-free, Invitrogen) and were reverse-transcribed with Superscript III kit (Invitrogen) according to manufacturer’s instruction. Reverse transcription was performed with 1 μg of total RNA. Quantitative real time PCR (Light Cycler 480, Roche) was performed using Light Cycler 480 SYBR Green I Master Kit (Roche) according to the manufacturer’s protocols. PCR was performed for 40 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 15 s. Gene expression levels were normalized by the expression level of the housekeeping gene *Actb*. The sequences of the oligonucleotides used in this study are given in Additional file 1: Table S1.

### ChIP experiments

GP and *tibialis anterior* (TA) muscles of 2 months old female mice were minced with scissors immediately after harvesting and fixed in 1 % formaldehyde for 10 min. Formaldehyde was quenched by addition of 0.125 M glycine, and muscles were washed twice in PBS. Muscles were then incubated on ice in lysis buffer (10 mM Tris-HCl pH 7.9, 85 mM KCl, 0.5 % NP40, protease inhibitors (Complete, Roche)) for 10 min and homogenized with a mortar and subsequently with a dounce homogenizer. Nuclei were obtained by centrifugation, incubated in SDS lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1 % SDS, protease inhibitors) for 10 min, and sonicated in a bioruptor apparatus (Diagenode). The debris was removed by centrifugation. Sonicated DNA was incubated with 1 μg of *Six1* antibodies (HPA001893, Sigma) under rotation at 4 °C overnight. 20 μl of dynabeads protein G (Invitrogen) were added to the lysates and incubated under rotation at 4 °C for 1 h. The beads were washed with low-salt buffer (2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl, 1 % TritonX-100, 0.1 % SDS), high-salt buffer (2 mM EDTA, 20 mM Tris-HCl pH 8, 0.5 M NaCl, 1 % TritonX-100, 0.1 % SDS), LiCl buffer (1 mM EDTA, 10 mM Tris-HCl pH 8, 0.25 M LiCl, 1 % NP40, 1 % deoxycholate), and TE buffer (1 mM EDTA, 10 mM Tris-HCl pH 8). DNA was eluted with elution buffer (1 % SDS, 0.1 M NaHCO_3_) containing 0.1 mg/ml proteinase K (Invitrogen) at 62 °C for 2 h, and proteinase K was inactivated by incubation at 95 °C for 10 min. DNA was finally purified with MinElute PCR purification kit (Qiagen). The amount of specific amplified DNA is normalized by input amplification. The sequences of the oligonucleotides used in this study are as follows. Actb, 5′-TGTTACCAACTGGGACGACA-3′ and 5′-ACCTGGGTCATCTTTTCACG-3′; PvalbMEF3_1, 5′-GGAGCCTTTCATGGTGTGAT-3′ and 5′-GGCGTGTGAATCACTTTCCT-3′; PvalbMEF3_2, 5′- GGATGGGGGTGAATGTGATA-3′ and 5′- CTTCCGGTGTCAGGTACTCC-3′.

### EMSA

EMSA was carried out with *Six1* and *Six4* full-length mouse cDNA cloned into the pCR3 vector (Clontech) as previously described [38]. Recombinant mouse Six1 and Six4 proteins were obtained separately with a T7 transcription/translation kit (Promega) and mixed before contact with the DNA. *Myogenin* MEF3 DNA was incubated with recombinant proteins. Competition experiments were performed in the presence of a tenfold and hundredfold molar excess of unlabeled identified *Pvalb* MEF3_1, *Pvalb* MEF3_2, *Myogenin* MEF3, *Myod1*DRR MEF3, or *Myogenin* NFI sites. The sequences of the oligonucleotides used are as follows, the MEF3 consensus sequence is in italic; MyogF 5′-TGG GGG GGC *TCA GGT TTC* TGT GGC GT-3′. MyogR 5′-ACG CCA CAG AAA CCT GAG CCC CCC CA-3′. NF1F 5′-TAT CTC TGG GTT CAT GCC AGC AGG G-3′. NF1R 5′-CCC TGC TGG CAT GAA CCC AGA GAT A-3′. PvalbMEF3_1F, 5′- TGA GCA TCT *GTA ACC TGA* CCC TTG G -3′. PvalbMEF3_1R, 5′- CCA AGG GTC AGG TTA CAG ATG CT-3′. PvalbMEF3_2F, 5′- TGA GTA CCT *GAC ACC GGA* AGG GGA G-3′. PvalbMEF3_2R, 5′- CTC CCC TTC CGG TGT CAG GTA CT-3′. MyodDRRF, 5′- AGT TGG ATC CGG TTT CCA GAG GC -3′. MyodDRRR, 5′- TGA GAC A*GT AAT TTT A*TC CTG CT -3′.

### Plasmids construction

For the construction of the pGL3-*Pvalb*, C57bl6N mouse DNA was first used as a template to clone the 700 bp promoter of *Pvalb* with forward MluI, 5′- GTAACCTGACCCTTGGAAACCAG -3′ and reverse BglII, 5′- CTTGGATGAGCAGAGGCCGGA-3′ primers. This *Pvalb* promoter fragment was subsequently inserted into an MluI-BglII digested pGL3 basic plasmid. For the construction of the pGL3-*Pvalb*mutMEF3-1, *Pvalb*mutMEF3-2 and *Pvalb*doublemutMEF3, the two MEF3 sites of the promoter were mutated as follows; *Pvalb* MEF3-1: 5′GTAACCTGA to 5′CGCGTCTGA; *Pvalb* MEF3-2: 5′GACACCGGA to 5′CTCGAGGGA. All plasmids sequences were confirmed by sequencing.

### Electroporation

In vivo transfections were also carried out on ten-week old C57Bl6N mice. For each experimental conditions three to five TA muscles belonging to different mice were used. Under isoflurane anesthesia, legs were shaved and muscles were pre-treated by injection of a sterile 0.9 % NaCl solution containing 0.4 U of bovine hyaluronidase/μl 2 h before plasmid injection. Two micrograms of Luciferase-expressing vector and one hundred ng of pRL-TK vector (Promega) were introduced into TA muscles of ten-week-old mice by electroporation as previously described [27]. Two weeks following electroporation, electroporated muscles were frozen in liquid nitrogen before processing for Luciferase assays.

### Luciferase assays

Two weeks after electroporation, TA were dissected and frozen in liquid nitrogen before processing. TA were homogenized in Passive Lysis Buffer (Dual-Luciferase Reporter Assay System, Promega) and rotated for 15 min. The homogenate was centrifuged to remove debris, and the supernatant was used for Luciferase activity measurement according to manufacturer’s instruction (Dual-Luciferase Reporter Assay System, Promega).

### Microarrays

After validation of RNA quality with the Bioanalyzer 2100 (using Agilent RNA6000 nano chip kit), 50 ng of total RNA were reverse-transcribed following the Ovation PicoSL WTA System (Nugen). Briefly, the resulting double-strand cDNA was used for amplification based on SPIA technology. After purification according to Nugen protocol, 5 μg of single strand DNA was used for generation of Sens Target DNA using Ovation Exon Module kit (Nugen). 2.5 μg of Sens Target DNA were fragmented and labelled with biotin using Encore Biotin Module kit (Nugen). After control of fragmentation using Bioanalyzer 2100, the cDNA was then hybridized to GeneChip® Mouse Gene 1.0 ST (Affymetrix) at 45 °C for 17 h. After overnight hybridization, the ChIPs were washed using the fluidic station FS450 following specific protocols (Affymetrix) and scanned using the GCS3000 7G. The scanned images were then analyzed with Expression Console software (Affymetrix) to obtain raw data (cel files) and metrics for quality controls. The analysis of some of these metrics and the study of the distribution of raw data show no outlier experiment. RMA normalization was performed using R and normalized data was subjected to statistical tests.

### Preparation of nuclear and cytosolic proteins

SOL and GP muscles of 2, 3, and 12 weeks old mice were frozen with liquid nitrogen and were homogenized with a mortar. Homogenates were fractionated by NE-PER kit (78833, Thermo Scientific) according to manufacturer’s instruction.

### Western blot

Cell or tissue lysates of GP and SOL from *cSix1*KO and control mice (20–40 μg) were denatured in Laemmli buffer, separated by SDS-polyacrylamide gel electrophoresis and transferred to nitrocellulose membrane. Membranes were blocked in 50 mM Tris-HCl pH 7.6, 137 mM NaCl and 0.1 % (v/v) Tween-20 containing 10 % (w/v) skimmed milk or 5 % (w/v) BSA for 1 h at room temperature and incubated overnight at 4 °C with the indicated primary antibodies (Complex I, NADH dehydrogenase, ab14713, Abcam (Cambridge, UK); Complex II, succinate dehydrogenase, ab109865, Abcam (Cambridge, UK); cytochrome bc1 complex, ab110252, Abcam (Cambridge, UK); Complex IV, cytochrome C oxidase, ab14744, Abcam (Cambridge, UK); Complex V, ATP synthase, ab14748, Abcam (Cambridge, UK); hexokinase II, Sc-6521 (Santa Cruz Biotechnology); glycogen synthase 1, CST #3893, Cell Signaling Technology; AS160, 07-741, Millipore; GLUT4, kind donation from Geoffrey Holman, University of Bath); lamin B, sc-6216 (Santa Cruz Biotechnology); β-tubulin, 05-661 (Millipore); Six1, HPA001893 (Sigma). Detection was performed using horseradish peroxidase conjugated secondary antibodies and enhanced chemiluminescence reagent.

### Statistical analysis

All graphs represent mean values ± SEM. Significant differences between mean values were evaluated using two-tailed, unpaired Student’s *t* test (when two groups were analyzed) or one-way ANOVA followed by Student Newman-Keuls test (for three or more groups).

### Microarray data accession number

Microarray data have been deposited in the Gene Expression Omnibus as accession no. GSE50023.

## Results

### Six1 protein subcellular localization in adult myofibers

To analyze the properties of Six1 homeoprotein in adult SOL muscles, we first determined its expression pattern. We showed previously that Six1 mRNA accumulates in both fast and slow muscles and that Six1 protein is produced in both type of muscles but accumulates more robustly in the nuclei of fast myofibers as evaluated by immunohistochemistry [25, 27]. We here show that Six1 protein is produced in the GP (fast gastrocnemius and plantaris muscles) and in the SOL of 2 weeks, 3 weeks and adult mice (Fig. 1a), but that the nuclear accumulation of Six1 is drastically reduced between 3 weeks and the adult stage in the SOL (Fig. 1b), although no obvious cytoplasmic Six1 accumulation is observed in the SOL as estimated by Western blot experiments. Six1 protein was further detected in the fast GP and the slow SOL muscles by immunofluorescence using antibodies directed against Six1 at several developmental stages. At embryonic day E18.5, we observed that Six1 is present in the nuclei of myofibers of the GP and SOL expressing at that stage both MyHCI (slow/β) and fast MyHC (detected by My32 antibodies that recognize MyHCemb, MyHCneo and adult fast MyHC) (Fig. 1c). On adult sections, Six1 protein accumulation was detected preferentially in the nuclei of GP as compared with SOL nuclei (Fig. 1d), in agreement with previous results [27]. While GP muscles are mainly composed of myofibers expressing MyHCIIB or MyHCIIX, SOL muscles are composed mainly by myofibers expressing MyHCI (slow/β), MyHCIIA and by few myofibers expressing MyHCIIX. Nuclear Six1 is nevertheless detected in the SOL in the fast MyHCIIA, and in some MyHCI fibers (Fig. 1c). These results showed that in adult hindlimb muscles, Six1 proteins accumulate preferentially in the nuclei of GP fast myofibers than in the nuclei of SOL myofibers (Fig. 1c), in accordance with the low amount of Six1 proteins detected in myonuclei of SOL by Western blot analysis (Fig. 1a), and that this preferential nuclear Six1 accumulation takes place during the perinatal period.

**Fig. 1:**
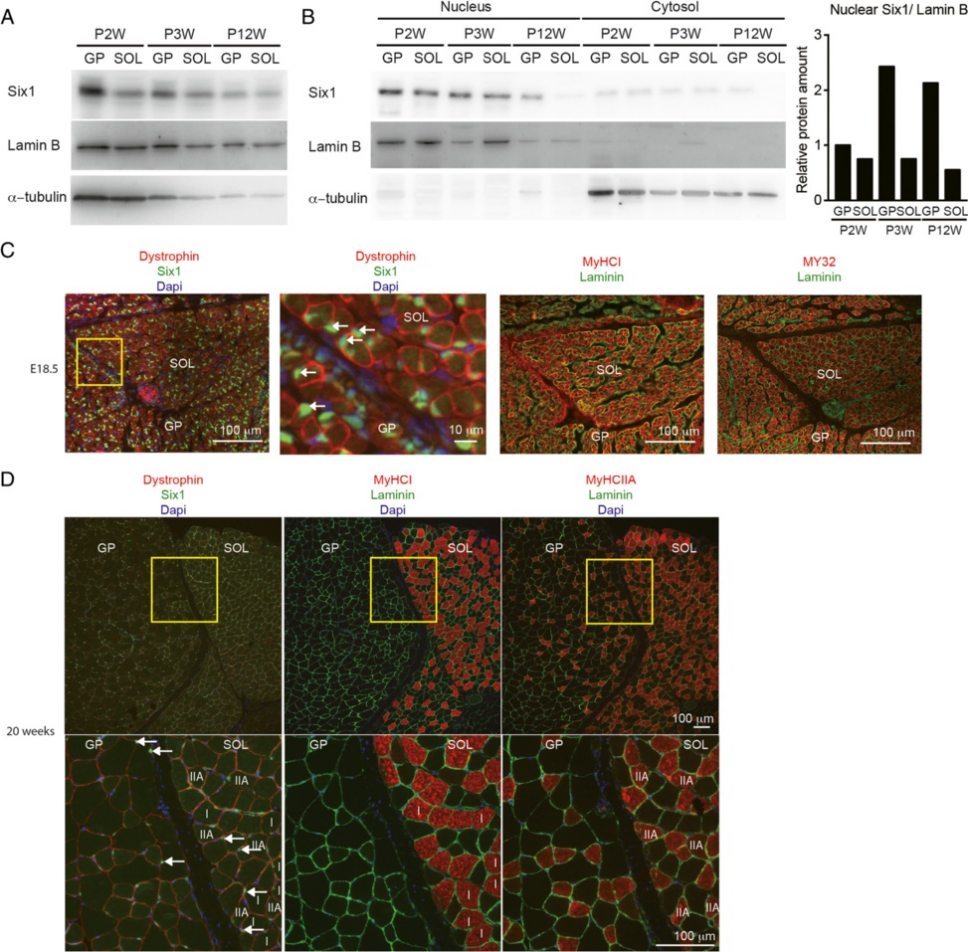
Six1 proteins are predominantly localized in nuclei of fast type skeletal muscles. **a**, **b** Western blot analysis of Six1 proteins in total lysates (**a**) and in nuclear fractions (**b**) of GP and SOL muscles of 2-week, 3-week, and 12-week-old animals. Quantification of nuclear Six1 proteins at these developmental stages is presented. Lamin B is used as a nuclear control protein, and α-tubulin as a cytoplasmic control protein. **c** Immunostaining of Six1 (*green*), Dystrophin (*red*), MyHCI (*red*) Laminin (*green*) and MY32 (*red*) in soleus and gastrocnemius (GP) muscles of embryonic E18.5 mouse fetuses. The second image is an enlargement of the *yellow square* drawn on the first image. *White arrows* indicate Six1 nuclear staining. **d**. Immunostaining of Six1 (*green*), Dystrophin (*red*), MyCHI (*red*), MyHCIIA (*red*) and Laminin (*green*) in SOL and GP of 20-week-old mice. The lower panels are enlargment of the *yellow squares* drawn on the top image. *White arrows* indicate nuclear Six1 detection. Some MyHCI and MyHCIIA positive fibers are indicated as *I* or *IIA*, respectively. *SOL* soleus muscle, *GP* gastrocnemius plantaris muscle

### *Six1* deficiency impairs adult muscle fast type phenotype acquisition in SOL

To characterize the role of *Six1* in adult SOL, we analyzed myofiber-specific Six1 knockout (*cSix1 KO)* mice [25]. *cSix1 KO* mice were viable, and *Six1* mRNA and protein were not detectable in adult GP or SOL muscles [25]. As fiber type specialization that leads to the expression of a single *Myh* gene in all the myonuclei of a given myofiber proceeds during the neonatal stage, we next performed immunohistochemistry to analyze the content of MyHCI, MyHCIIA, and MyHCemb of SOL in 3-week-old *cSix1* mutant myofibers. In control (Ctrl) mice, 10 % of myofibers expressed MyHCemb, 50 % expressed MyHCI, and 60 % expressed MyHCIIA (Fig. 2a, b). In *cSix1 KO* mice, 40 % of myofibers still expressed MyHCemb, 96 % of myofibers expressed MyHCI, and 33 % of myofibers expressed MyHCIIA. This result suggested that sustained expression of Six1 in the perinatal period is important for embryonic to adult fast myofiber transition in SOL and that the decrease of nuclear Six1 accumulation may be important to allow *MyHCI* exclusive expression in slow-type SOL myofibers. It is known that perinatal muscle growth in mice takes place by accretion of new satellite cells (SC) [39]. As Six1 is expressed in SC [40–42], it is possible that Six1 may be transiently expressed by new accreted myonuclei until P21 [39], before its efficient deletion by the HSA-CRE recombinase only active in post mitotic myofibers. To test this hypothesis, we measured Six1 protein accumulation in the nuclei of SOL at 3 weeks of development and detected Six1 positive myonuclei in *cSix1* SOL at this development stage (Fig. 2e). This showed that HSA-CRE recombinase had not yet recombined the *Six1* flox allele in all P21 myonuclei, allowing Six1 to be detected in some nuclei of perinatal myofibers of mutant animals.

**Fig. 2:**
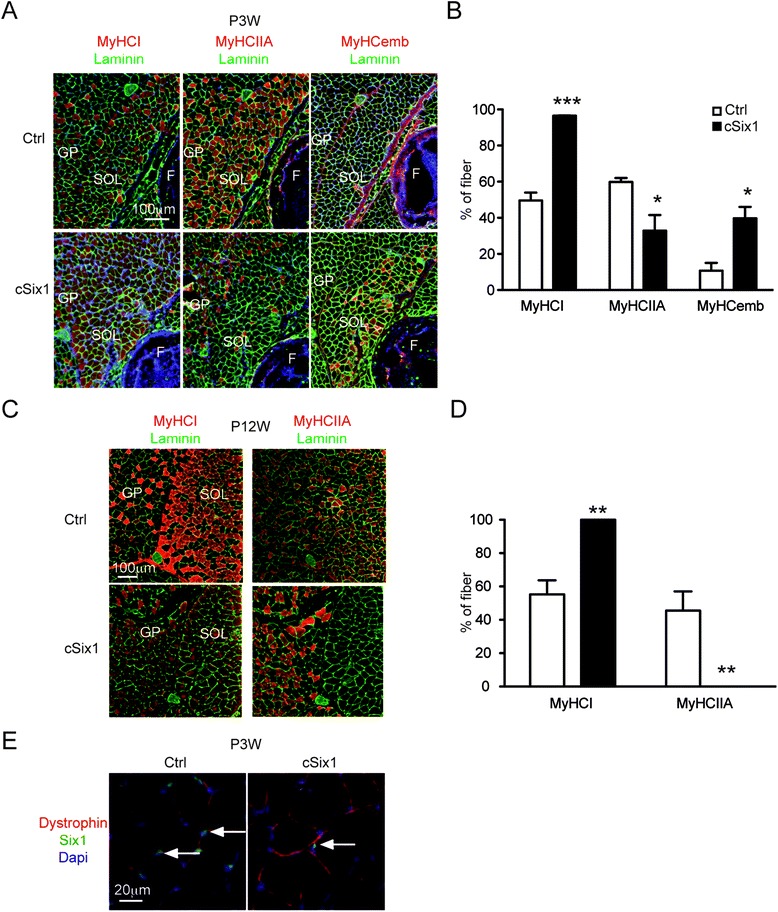
*Six1* deficiency induced a lack of MyHCIIA fibers in soleus. **a** Immunostaining of MyHCI (*red*), MyHCIIA (*red*), MyHCemb (*red*), and laminine (*green*) in soleus muscles of 3-week-old control and *cSix1* KO mice. *SOL* soleus, *GP* gastrocnemius plantaris, *F* fibula. **b** Percentage of myofibers expressing MyHCI, MyHCIIA and MyHCemb in soleus of 3-week-old control and *cSix1* KO mice, Ctrl (*n* = 3), *cSix1* (*n* = 3). **c** Immunostaining of MyHCI (*red*), MyHCIIA (*red*), and laminine (*green*) in soleus of 12-week-old control and *cSix1* KO mice. **d** Percentage of myofibers expressing MyHCI, MyHCIIA in soleus of 12-week-old control and *cSix1* KO mice, Ctrl (*n* = 3), cSix1 (*n* = 3). **e** Immunostaining of Six1 (*green*) and Dystrophin (*red*) in soleus of 3 weeks old *cSix1* KO mice and Ctrl mice. *White arrows* indicate nuclear Six1 staining. Nuclei are stained with Dapi (*blue*). *P < 0.05, **P < 0.01, ***P < 0.001

In 12-week-old adult animals, at a stage when Six1 is no longer detected in adult *cSix1* myonuclei [25], 100 % of SOL myofibers in mutant mice expressed MyHCI while MyHCIIA was not detectable (Fig. 2c, d), contrary to Ctrl SOL where 45 % of myofibers expressed MyHCIIA and 55 % expressed MyHCI (Fig. 2c, d). In adult *cSix1* mutant SOL, *MyHCIIX* and *MyHCIIA* mRNA became undetectable (Fig. 4b), while the amount of *MyHCI* mRNA increased twice (Fig. 4b).

The number of SOL myofibers present in Ctrl and *cSix1* KO was comparable, excluding that absence of MyHCIIA myofibers in adult mutant animals is the consequence of their death (Additional file 2: Figure S1). We observed no significant modification of the CSA between wt and *cSix1* KO adult myofibers, excluding that Six1 is a main regulator of MyHCIIA myofibers growth in SOL (Additional file 2: Figure S1).

To analyze the oxidative/glycolytic metabolism of mutant SOL muscles, SDH, and GPDH staining were performed on 12-week-old soleus muscle sections (Fig. 3a, b). A two- to threefold decrease of SDH activity was observed in *cSix1* SOL as compared with that of control (Fig. 3a). Nevertheless, no significant difference of mitochondrial protein contents was observed in *cSix1* SOL extracts as determined by Western blots (Fig. 3c). We also observed a robust decrease in GPDH activity in *cSix1* SOL as compared with that of control, suggesting that absence of Six1 decreases glycolytic flux in adult SOL myofibers (Fig. 3b).

**Fig. 3:**
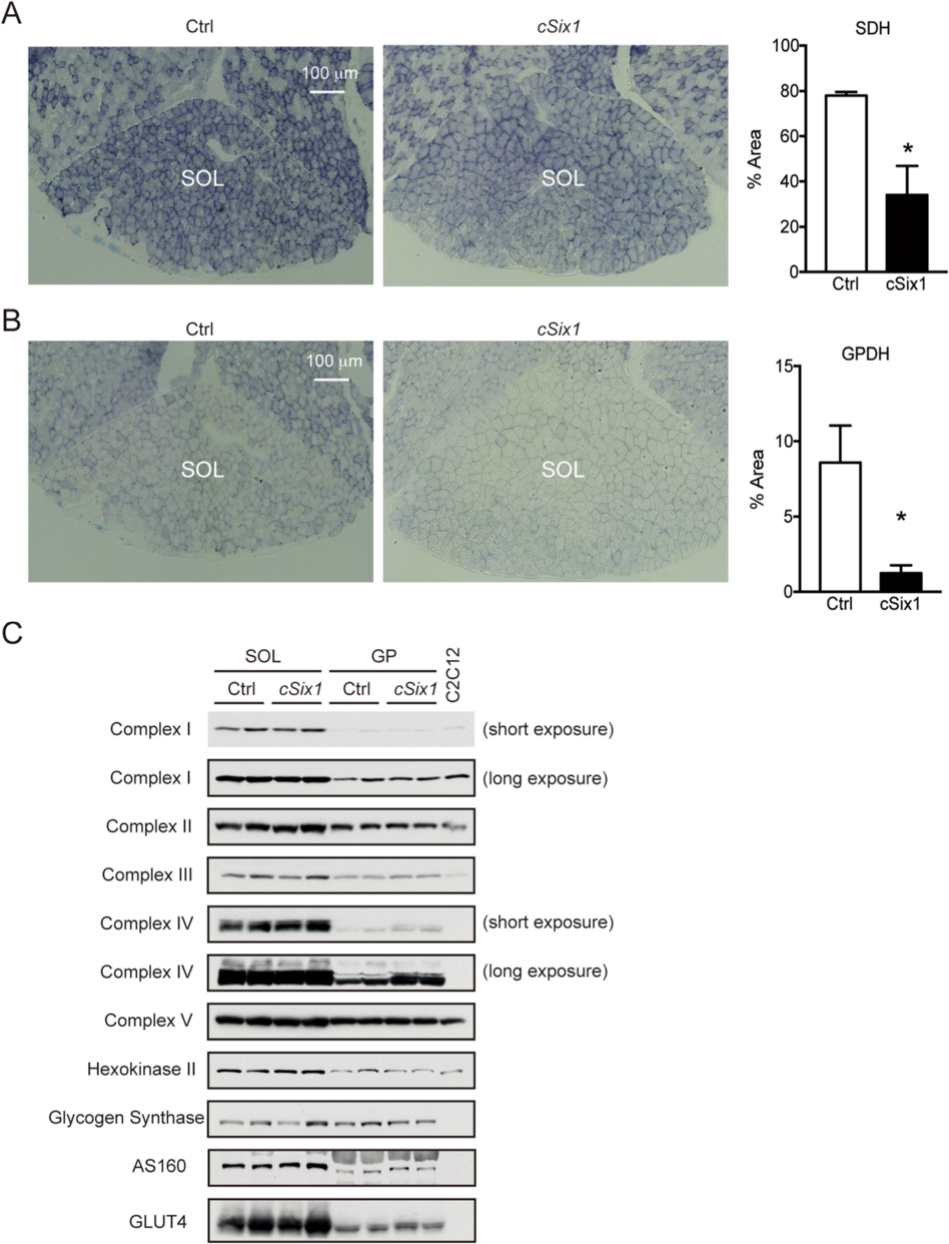
Metabolic properties of *cSix1* KO muscles. **a** SDH staining of soleus of 12-week-old *cSix1* KO and wt mice, and percentage of the area of positive fibers. **b** GPDH staining of soleus of 12-week-old *cSix1* KO and wt mice, and percentage of the area of positive fibers. **c** Western blot analysis of mitochondrial proteins and glucose metabolism proteins in SOL and GP of Ctrl and *cSix1 KO* mice. C2C12, mitochondrial fraction of C2C12

### Networks of genes under the control of Six1 in adult SOL

To explore the networks of genes under the control of Six1 in adult SOL, we performed Affymetrix microarray analyses using RNA from adult Ctrl and *cSix1 KO* mice. 

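Soleus RNA from 3 Ctrl and 3 *cSix1* KO mice was hybridized to 6 arrays, 1 array per mouse, each reading most mouse genes through probe sets, which are groups of short probes against the same transcript. The legend of Fig. 4 gives the age of the mice as 3 months and the sample labels as 8 weeks. The authors normalized the arrays together by RMA (robust multi-array average), which corrects the background, gives every array the same distribution of probe values and reports 1 log2 value per probe set. The deposited values of 28853 probe sets lay between 2.74 and 13.84, with array medians of 6.42 to 6.51, and any 2 arrays correlated at 0.984 to 0.994 across probe sets. Arrays have no read depth, so the number of arrays limits the precision. Probe sets of olfactory and vomeronasal receptor genes, which are not expected in muscle, set a background level of 5.92 (the 95th percentile over 1210 probe sets), and 17966 probe sets had a mean above it. Of all probe sets, 21789 carried 1 gene symbol in the array's annotation and were named by it.
The groups were compared with limma, a linear model that shares information on the spread across probe sets, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. Differences are given as *cSix1* KO minus Ctrl on the log2 scale, and a gene with several probe sets is represented by the brightest. Lists of genes of 1 function were fixed before the data were examined, though part of Table S2 and the heat map of Fig. 4a had been read by then. limma's camera tested whether a list lay higher or lower than the other genes. The sex of the mice is not given in the labels, and Y-linked transcripts were above background on Ctrl replicate 3 and *cSix1* KO replicate 3 only, so that each group held 1 such mouse.
The targeted gene, *Six1*, was read by probe set 10400967, which only Table S2 names. Its values were 10.41, 10.59 and 10.31 on Ctrl replicates 1, 2 and 3 and 10.07, 10.29 and 10.00 on *cSix1* KO replicates 1, 2 and 3, a difference of -0.32 (standard error 0.13, adjusted p = 0.516 from limma). The place of this probe set relative to the deleted part of the gene is not known here, so its level checks neither the deletion nor the labels. The paper states that *Six1* mRNA and protein were not detectable in adult soleus of these mice.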

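Among the probe sets with the largest decreases in *cSix1* KO soleus, the lowest 2 read the fast myosin gene *Myh1* and the calcium buffer gene *Pvalb*. Other fast contractile genes, the mTOR inhibitor gene *Ddit4l* and the sodium channel gene *Scn2a* were among the 10 named probe sets that fell most and passed the test without overlap. Several of those with the largest increases read contractile genes of embryonic and heart muscle. *Myl4*, the light chain of embryonic and atrial myosin, had levels of 9.19 ± 0.10 (SD, n = 3) in Ctrl and 11.05 ± 0.28 (SD, n = 3) in *cSix1* KO, a difference of 1.86 (standard error 0.15, adjusted p = 0.00149 from limma). The heart troponin gene *Tnnt2* rose by 1.70 (standard error 0.19, adjusted p = 0.0108), the heart actin gene *Actc1* by 1.59 (standard error 0.20, adjusted p = 0.0133), and *Ankrd1*, a stress-responsive sarcomeric repressor, by 1.75 (standard error 0.29, adjusted p = 0.0498). *Peg3*, an imprinted gene, rose by 1.81 (standard error 0.21, adjusted p = 0.0117), *Tecrl*, a lipid reductase gene of the heart, by 1.58 (standard error 0.21, adjusted p = 0.0191), and the uncharacterized transcripts *Gm10649* and *9030619P08Rik* by 1.86 (standard error 0.24, adjusted p = 0.0138) and 1.63 (standard error 0.20, adjusted p = 0.0121). The Ctrl mean of the latter was below the background level, so the size of its difference is uncertain. *Myom2*, a protein of the fast M-band, fell by 2.79 (standard error 0.19, adjusted p = 0.000458). *Scn2a* fell on 2 of its 14 probe sets, by 1.59 and 1.56 (adjusted p = 0.0117 and 0.00446), and all 14 had a negative difference. The mean over all probe sets of the gene differed by -0.86 and was not called (adjusted p = 0.0728).
Of 9 measured contractile genes of embryonic, neonatal or heart muscle, 4 were higher and none was lower at an adjusted p under 0.05 (6 higher when adjusted over the list alone; 6 higher and 1 lower at an unadjusted p under 0.05; 5 and none by the methods' t-test unadjusted), and the list lay higher than the other genes (camera, adjusted p = 3.39e-08). The study named 6 of them from these arrays, so that neither the count over the list alone nor the camera result is independent evidence. In all, 78 probe sets differed at an adjusted p under 0.05 from limma, 45 higher and 33 lower in *cSix1* KO, and at an unadjusted p under 0.05 the numbers were 1375 and 1122. They read 70 distinct named genes. The methods' t-test gave 2173 probe sets at an unadjusted p under 0.05 and none after adjustment. The adjusted p rose above 0.05 for *Tnnt2* without *cSix1* KO replicate 1 (highest adjusted p = 0.0573, without *cSix1* KO replicate 1), for *Actc1* without *cSix1* KO replicate 2 (highest adjusted p = 0.0624, without *cSix1* KO replicate 2), for *Ankrd1* without Ctrl replicate 1, Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.238, without *cSix1* KO replicate 2) and for *Peg3* without *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0703, without *cSix1* KO replicate 1). It did so for *Tecrl* without Ctrl replicate 1, Ctrl replicate 3 or *cSix1* KO replicate 1 (highest adjusted p = 0.0751, without *cSix1* KO replicate 1), for *Gm10649* without Ctrl replicate 1, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0874, without *cSix1* KO replicate 1) and for *9030619P08Rik* without Ctrl replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0511, without *cSix1* KO replicate 2). With all 6 arrays, *Ankrd1* also lost its call under eBayes robust with trend (adjusted p = 0.071), with arrays centred on their medians (0.0645) and with quantile normalization again (0.0607).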

Genes whose expression is the most up- or down-regulated (Additional file 3: Table S2) are shown as a heat map and as a bar graph (Fig. 4a and Additional file 4: Figure S2). The expression of several fast-type genes is down-regulated in *cSix1 KO* including *Pvalb*, *Mybpc2*, *MyHCIIA*, *Myl1*, *Myoz1*, and *Mylpf* (Fig. 4a). 

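Messengers of the fast contractile apparatus were lower in *cSix1* KO soleus as a group, and 9 of 15 passed the test. *Myh1*, which encodes the IIX myosin heavy chain, fell by 5.79 on the log2 scale (standard error 0.14, adjusted p = 7.55e-08 from limma), or 55.2-fold, from 12.34 ± 0.24 (SD, n = 3) to 6.55 ± 0.11 (SD, n = 3). *Myh2*, the IIA heavy chain (MyHCIIA), had levels of 12.89 ± 0.05 (SD, n = 3) in Ctrl and 9.79 ± 1.04 (SD, n = 3) in *cSix1* KO, a difference of -3.10 (standard error 0.40, adjusted p = 0.0138). *Mybpc2*, the fast myosin-binding protein C, fell by 3.94 (standard error 0.18, adjusted p = 1.06e-05), the fast light chain genes *Myl1* and *Mylpf* by 2.10 and 1.19 (adjusted p = 0.00446 and 0.00472), and *Myoz1*, a Z-disc protein of fast fibers, by 1.03 (standard error 0.13, adjusted p = 0.0125). The fast troponin genes *Tnni2*, *Tnnt3* and *Tnnc2* had differences of -3.51 (standard error 0.57, adjusted p = 0.0487), -1.91 (standard error 0.32, adjusted p = 0.0548) and -0.64 (standard error 0.11, adjusted p = 0.0503). Only that of *Tnni2* passed. *Mylk2* and *Actn3*, singled out after their values were seen, differed by -0.15 and -0.09 (adjusted p = 0.823 and 0.965).
Of 15 measured genes of the fast sarcomere, 9 were lower and none was higher at an adjusted p under 0.05 (13 lower when adjusted over the list alone; 13 lower and none higher at an unadjusted p under 0.05 by limma and by the methods' t-test), and the list lay lower than the other genes (camera, adjusted p = 9.22e-38). The study named 11 of the 15 from these arrays, so that neither the count over the list alone nor the camera result is independent evidence.
*cSix1* KO replicate 3 kept more of *Tnni2*, *Myh2* and *Tnnt3* than the other *cSix1* KO mice, at 29.6%, 26.7% and 51.3% of the mean Ctrl level on the linear scale against 4.46% to 5.12%, 7.52% to 7.82% and 17.8% to 20.4%. Without this array the adjusted p was 1.15e-06 for *Tnni2*, 2.15e-06 for *Myh2* and 8.88e-05 for *Tnnt3*. The calls of *Myh2*, *Tnni2* and *Myoz1* were lost with fewer arrays, *Myh2* without Ctrl replicate 1, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0728, without *cSix1* KO replicate 1), *Tnni2* without Ctrl replicate 1, Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.229, without *cSix1* KO replicate 2) and *Myoz1* without Ctrl replicate 1 or *cSix1* KO replicate 1 (highest adjusted p = 0.0874, without *cSix1* KO replicate 1). With all 6 arrays, eBayes robust with trend ended the calls of *Tnni2* (adjusted p = 0.402) and *Myh2* (0.229). *Tnni2* was also lost with arrays centred on their medians (0.0515) and with quantile normalization again (0.0717).

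**Figure D1:**
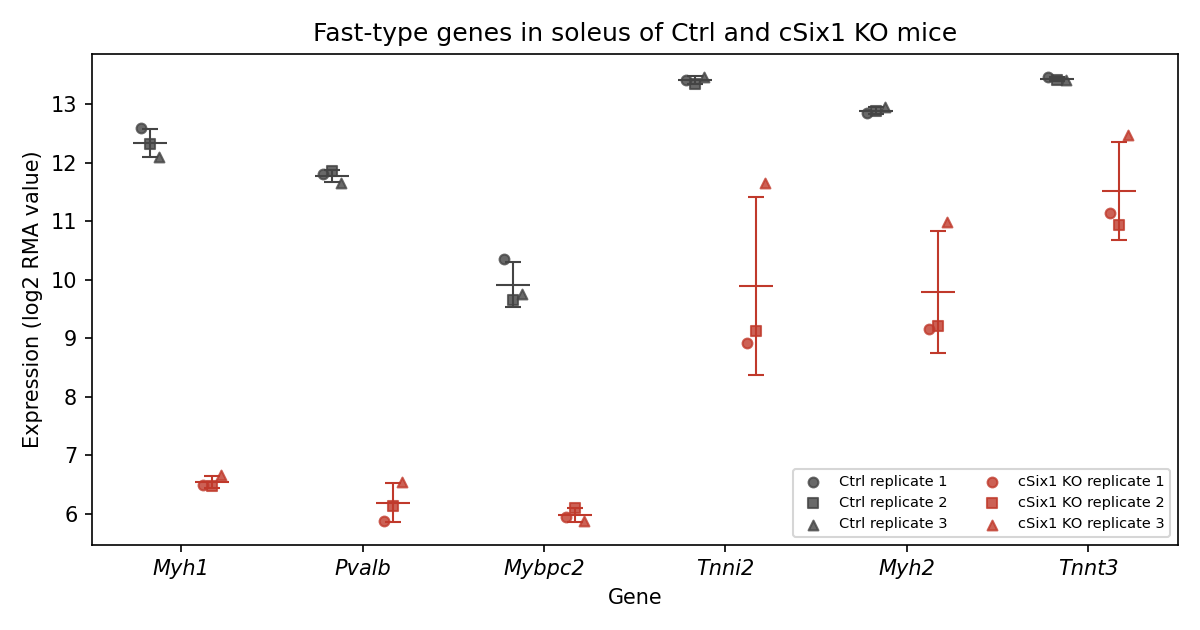
Log2 RMA values (vertical axis) of 6 fast-type genes (horizontal axis) in soleus of Ctrl (grey) and *cSix1* KO mice (red). Each point is 1 mouse, the long bar is the mean and the error bar the SD (n = 3); *cSix1* KO replicate 3 lies above the other *cSix1* KO mice for *Tnni2*, *Myh2* and *Tnnt3*.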

We validated the expression of those fiber type-specific genes by qPCR. Consistent with immunohistochemistry data, *MyHCIIA* mRNA was no longer detectable in SOL of 12-week-old *cSix1 KO* mice, and *MyHCI* mRNA level was increased by twofold as compared with control (Fig. 4b). The expression levels of slow-type genes (*Tnnt1*, *Tnni1*, *Tnnc1*) were also increased by twofold in *cSix1* KO soleus muscles while the expression of fast-type genes *Tnnt3* and *Tnni2* was not detected and expression of *Tnnc2* was markedly decreased (Fig. 4b). These data show that nuclear accumulation of Six1 observed in SOL MyHCIIA-myofibers is necessary to activate the expression of *MyHCIIA* and of other fast-type sarcomeric genes and to suppress the expression of *MyHCI* and other slow-type muscle genes.

**Fig. 4:**
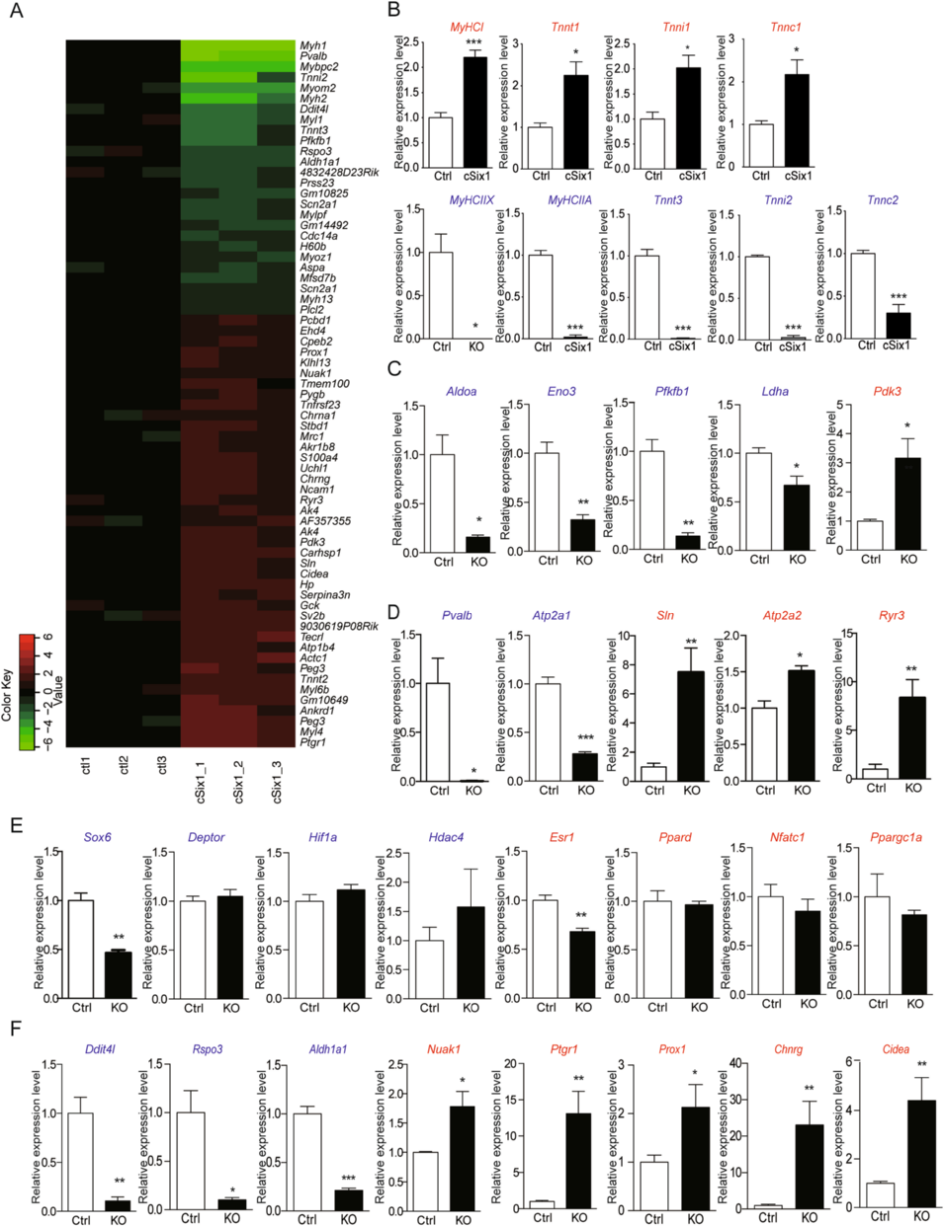
Affymetrix microarray analysis in soleus of *cSix1* mice. **a** Microarray analysis of soleus of 3-month-old *cSix1* KO mice (*n* = 3) and Ctrl mice (*n* = 3): a heat map of genes significantly upregulated (*red*) or downregulated (*green*) by twofold compared with Ctrl mice. **b**–**f** mRNA expression levels of sarcomeric genes (**b**), energy metabolism (**c**), calcium regulation (**d**), transcription factors (**e**), and most down-regulated or up-regulated genes (**f**) in soleus of 3-month-old *cSix1* KO mice, Ctrl (*n* = 4), *cSix1* (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001

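Most genes drawn in the heat map of Fig. 4a differed at least 2-fold in the deposited values. Of the 64 genes it names, 61 have a probe set carrying their symbol, and all 61 differed in the direction drawn. At least 2-fold differences were found for 53 of them, each with an unadjusted p under 0.05 from limma, and 41 had a probe set at an adjusted p under 0.05. These genes were chosen by the study from the same arrays, so the counts are not independent evidence.
Across all probe sets, 50 differed at least 2-fold at an adjusted p under 0.05, 28 higher and 22 lower in *cSix1* KO. At an unadjusted p under 0.05, 91 did so by limma and 77 by the methods' t-test. The numbers depend on single mice, with 14 probe sets at least 2-fold apart at an adjusted p under 0.05 without *cSix1* KO replicate 1, 24 without *cSix1* KO replicate 2, 92 without Ctrl replicate 2 and 115 without *cSix1* KO replicate 3.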

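Parvalbumin messenger nearly disappeared from *cSix1* KO soleus. *Pvalb* (probe set 10430297) read 11.77 ± 0.10 (SD, n = 3) in Ctrl and 6.19 ± 0.33 (SD, n = 3) in *cSix1* KO, a difference of -5.58 (standard error 0.16, adjusted p = 2.24e-07 from limma) and a 48-fold lower level. Only *Myh1* among 28853 probe sets had a lower difference. The mean of the *cSix1* KO arrays was close to the background level. Each *cSix1* KO mouse lay below each Ctrl mouse (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).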

The second most down-regulated gene in *cSix1* SOL is *Pvalb* (Fig. 4a)*,* which is a calcium buffering protein allowing muscle relaxation in fast-type muscles [11, 43–45]. Furthermore, other genes related with calcium regulation were also modified in *cSix1* KO mice (Additional file 4: Figure S2). 

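Genes of calcium release and uptake moved both ways in *cSix1* KO soleus. *Sln*, a small inhibitor of the calcium pump, rose by 1.36 (standard error 0.17, adjusted p = 0.0125) by limma, and the calcium release channel gene *Ryr3*, which is prominent before birth, rose by 1.20 (standard error 0.19, adjusted p = 0.0434). *Atp2a1*, the fast calcium pump (SERCA1), fell by 0.92 (standard error 0.11, adjusted p = 0.0117). The slow pump gene *Atp2a2* and its inhibitor gene *Pln* had differences of 0.18 (standard error 0.11, adjusted p = 0.717) and 0.06 (standard error 0.11, adjusted p = 0.915).
Of 22 measured genes of calcium handling, 2 were higher and 2 lower at an adjusted p under 0.05 (2 and 2 when adjusted over the list alone; 3 and 6 at an unadjusted p under 0.05; 3 and 4 by the methods' t-test unadjusted), and the list as a whole lay neither higher nor lower than the other genes (camera, adjusted p = 0.171). The study named 6 of them from these arrays, so that the list is not independent evidence. The calls of the genes were lost with fewer arrays, *Sln* without *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0772, without *cSix1* KO replicate 1), *Ryr3* without Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.238, without *cSix1* KO replicate 2) and *Atp2a1* without *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.0717, without *cSix1* KO replicate 1).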

We validated the down-regulation of *Pvalb* mRNA level in *cSix1* SOL by qPCR experiments (Fig. 4c). The expression level of *Sln*, *Atp2a2*, and *Ryr3* was increased in *cSix1* SOL muscles while the expression of fast-type genes *Myoz1* and *Atp2a1* was strongly decreased (Fig. 4d). These data suggest that Six1 regulates intramyocellular calcium transients through the control of the expression of several fiber type-specific calcium-binding proteins, and suggest a feedback loop between Six1 nuclear accumulation and resting intracellular calcium concentration.

Concerning Affymetrix results, the expression of several genes encoding glycolytic enzymes (*Aldoa, Ldha*, *Pfkfb1*, *PFKm*, and *Eno3*) was also down-regulated (Fig. 4a and Additional file 4: Figure S2 and Additional file 5: Figure S3). 

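Glycolytic genes lay lower in *cSix1* KO soleus as a group, by smaller steps than the contractile genes. *Eno3*, the muscle enolase, had levels of 12.14 ± 0.02 (SD, n = 3) in Ctrl and 11.18 ± 0.26 (SD, n = 3) in *cSix1* KO, a difference of -0.96 (standard error 0.14, adjusted p = 0.0245 from limma). *Gpd1*, the cytosolic glycerol-3-phosphate dehydrogenase, passed as well (adjusted p = 0.0498). The following did not. *Aldoa*, the muscle aldolase, differed by -0.57 (standard error 0.10, adjusted p = 0.0677), *Pfkm*, the muscle phosphofructokinase, by -0.49 (standard error 0.11, adjusted p = 0.144), *Pfkfb1*, which makes and removes an activator of phosphofructokinase, by -1.94 (standard error 0.38, adjusted p = 0.0925), and *Ldha*, the muscle lactate dehydrogenase, by -0.14 (standard error 0.12, adjusted p = 0.8). *Pfkfb1* is named by Table S2 only.
Of 16 measured genes of glucose uptake, glycolysis and lactate, none was higher and 2 were lower at an adjusted p under 0.05 from limma (7 lower when adjusted over the list alone; 1 higher and 8 lower at an unadjusted p under 0.05; none and 7 by the methods' t-test unadjusted), and 14 of the 16 differences were negative. The list lay lower than the other genes (camera, adjusted p = 1.77e-07). The study named 6 of them from these arrays, so that the list is not independent evidence. Glycogen genes moved alongside, with 13 of 14 differences negative and 1 gene lower at an adjusted p under 0.05, the phosphorylase kinase gene *Phkg1* at -0.89 (standard error 0.12, adjusted p = 0.0203) (1 higher and 7 lower when adjusted over the list alone; 1 and 9 at an unadjusted p under 0.05 by limma and by the methods' t-test). Their list lay lower too (camera, adjusted p = 2.06e-08, and 0.0563 with an estimated correlation).
The call of *Eno3* was lost without Ctrl replicate 1, Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.157, without *cSix1* KO replicate 2), and that of *Phkg1* without Ctrl replicate 1, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.117, without *cSix1* KO replicate 1). That of *Gpd1* was lost without each array in turn (adjusted p between 0.0856 and 0.255). With all 6 arrays it was lost with eBayes with trend (0.0589), either rescaling (0.083 and 0.0535) and the replicate block (0.0842). *Pfkfb1* passed without *cSix1* KO replicate 3, with an adjusted p of 0.00678. It also passed with the replicate number as a block and in 2 fits for Y-linked transcripts chosen after the data were seen.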

*Aldoa* possesses several promoters, and its fast-type one is a known direct target of Six proteins [25, 27]. Muscle-specific *Aldoa* mRNA expression was strongly down-regulated in SOL of *cSix1 KO* mice (Fig. 4c). We also observed the down-regulation of *Slc2a4* (Glut4) and *Tbc1d1*—involved in Glut4 vesicular traffic [46]—of glycolytic genes (*Eno3*, *Pfkfb1*), of muscle *Creatine Kinase*, of *Ldha*, and *Ldhd* of the NAD^+^-dependent isocitrate dehydrogenase *Idh3a*, of *Idh1*, the down-regulation of *Pdp1*, an activator of and the up-regulation of *Pdk3* an inhibitor of pyruvate dehydrogenase activity, and validated by qPCR experiments of their expression (Fig. 4d). 

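A kinase that shuts off pyruvate dehydrogenase rose in *cSix1* KO soleus and a regulator of glucose transport fell, while the other genes of this group were lower without passing the test. *Pdk3*, the kinase, had levels of 5.79 ± 0.05 (SD, n = 3) in Ctrl and 7.17 ± 0.25 (SD, n = 3) in *cSix1* KO, a difference of 1.39 (standard error 0.14, adjusted p = 0.00472 from limma). Its Ctrl mean was below the background level, so the size of the difference is uncertain. *Tbc1d1* fell by 0.78 (standard error 0.12, adjusted p = 0.0329). *Slc2a4*, the insulin-responsive glucose transporter, differed by -0.49 (standard error 0.12, adjusted p = 0.208), and *Ckm*, the muscle creatine kinase, by -0.68 (standard error 0.14, adjusted p = 0.122). *Ldhd*, which acts on D-lactate, differed by -0.25 (standard error 0.12, adjusted p = 0.605). The isocitrate dehydrogenase genes *Idh3a* (mitochondrial) and *Idh1* (cytosolic) differed by -0.59 (standard error 0.11, adjusted p = 0.0783) and -0.62 (standard error 0.11, adjusted p = 0.0637), and the phosphatase gene *Pdp1* by -0.75 (standard error 0.14, adjusted p = 0.0783). Of these 8 genes, the Ctrl and *cSix1* KO mice did not overlap for any, which chance gives for 10% of probe sets and which held for 13.5% of all probe sets (3891). The call of *Tbc1d1* was lost without Ctrl replicate 1, Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.215, without *cSix1* KO replicate 2).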

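No gene of the respiratory chain passed the test in *cSix1* KO soleus, while the genes together lay slightly lower. Of 76 measured nuclear genes of complexes I to V, none was higher or lower at an adjusted p under 0.05 from limma, nor when adjusted over the list alone, and 1 was higher and 2 lower at an unadjusted p under 0.05 (1 and 15 by the methods' t-test). Their differences ran from -0.32 to 0.36 with a median of -0.10, and 63 were negative. The largest were those of the complex I genes *Ndufa5*, at 0.36 (standard error 0.13, adjusted p = 0.434), and *Ndufs7*, at -0.32 (standard error 0.10, adjusted p = 0.375). The list lay lower than the other genes (camera, adjusted p = 0.000125, and 0.0563 with an estimated correlation).
Of 18 measured genes of fatty acid uptake and oxidation, none passed (1 lower when adjusted over the list alone; 2 lower at an unadjusted p under 0.05 by limma and by the methods' t-test). The list was not shifted (camera, adjusted p = 0.96), its median was 0.03 and its mean -0.04. Its largest differences were those of *Ucp3*, a mitochondrial carrier, at -0.79 (standard error 0.18, adjusted p = 0.167), and of the dehydrogenase gene *Hadh*, at -0.51 (standard error 0.14, adjusted p = 0.298). *Ucp3* passed without *cSix1* KO replicate 3 (adjusted p = 0.0295).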

No major up- or down-regulation of genes related with oxidative metabolism was detected (Additional file 4: Figure S2), which is consistent with the results of the Western blot analysis showing no major modification of the quantity of the electron transport chain proteins (Fig. 3c).

To investigate potential interaction between Six1 and known fiber-type regulators that may participate downstream of Six1 to the observed phenotype, we analyzed their expression levels by Affymetrix and qPCR (Fig. 4e and Additional file 4: Figure S2). 

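None of the transcription factors and cofactors linked to fiber type passed the test over all probe sets. Of 23 measured, 1 was higher (*Prox1*) and 2 were lower (*Sox6* and *Esr1*) both at an unadjusted p under 0.05 from limma and when adjusted over the list alone, and the remaining 20 had differences between -0.31 and 0.41. The list as a whole was not shifted (camera, adjusted p = 0.753), with 10 differences positive and 13 negative. The study named 12 of the 23 for these arrays or by qPCR, so that the list is not independent evidence. *Hif1a*, the hypoxia-response factor, and *Hdac4*, a repressor of activity-dependent genes, differed by 0.07 (standard error 0.12, adjusted p = 0.907) and 0.13 (standard error 0.15, adjusted p = 0.851).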

*Sox6* gene, a known repressor of slow sarcomeric genes [22, 24], showed a twofold expression decrease in SOL of *cSix1 KO* mice (Fig. 4e). This down-regulation may be involved in the up-regulation of the expression of its known slow-type gene targets *MyHCI*, *Tnnt1*, *Tnnt2*, *Tnni1*, and *Tnnc1* [22–24, 47] observed in *cSix1* mutant myofibers. 

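The arrays read *Sox6* lower in *cSix1* KO soleus by 1.54-fold, short of the threshold. Its levels were 8.55 ± 0.12 (SD, n = 3) in Ctrl and 7.93 ± 0.10 (SD, n = 3) in *cSix1* KO, a difference of -0.63 (standard error 0.11, adjusted p = 0.0757 from limma). The spread between mice of a group was smaller than this difference, and no *cSix1* KO mouse reached a Ctrl mouse.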

Expression of *Esr1* gene (estrogen receptor 1), an activator of the slow/oxidative phenotype in females [48] was decreased in *cSix1 KO* mice. 

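*Esr1* read 7.47 ± 0.08 (SD, n = 3) in Ctrl and 7.03 ± 0.15 (SD, n = 3) in *cSix1* KO, a difference of -0.44 (standard error 0.12, adjusted p = 0.247 from limma), which did not pass the test. All *cSix1* KO values lay below all Ctrl values. Of the 3 mice of each group, 2 had *Xist* transcript and no Y-linked transcript above background, and the interaction of genotype with Y-linked transcripts was 0.22 (adjusted p = 0.98), from 1 mouse with such transcripts per group.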

We tested the expression of *Ppargc1a* and *Nfatc1 k*nown transcriptional activators of slow-oxidative genes [1, 2], but found no significant modifications of their expression levels in SOL of *cSix1* mice (Fig. 4e). 

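The coactivator gene *Ppargc1a* varied more between mice of a group than between the groups. It read 11.19 ± 0.61 (SD, n = 3) in Ctrl and 10.88 ± 0.59 (SD, n = 3) in *cSix1* KO on its brightest probe set, a difference of -0.31 (standard error 0.33, adjusted p = 0.845 from limma), and -0.58 (adjusted p = 0.78) on the other. *Nfatc1*, a calcineurin-dependent factor, differed by -0.08 (standard error 0.11, adjusted p = 0.879), with a 95% confidence interval of -0.33 to 0.17.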

We were also unable to detect modifications of the expression of mRNA encoding *TFAM*, *PPARβ*, *Rev-erb-α*, or *Mef2C,* known transcription factors controlling the slow/oxidative phenotype of adult myofibers (data not shown). 

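*Tfam*, the mitochondrial transcription factor, differed by 0.16 (standard error 0.13, adjusted p = 0.794 from limma), *Ppard* (PPARβ) by -0.26 (standard error 0.12, adjusted p = 0.587), *Nr1d1* (Rev-erb-α) by -0.19 (standard error 0.21, adjusted p = 0.851) and *Mef2c* by -0.07 (standard error 0.12, adjusted p = 0.905). The 95% confidence intervals ran from -0.14 to 0.45 for *Tfam*, from -0.53 to 0.01 for *Ppard*, from -0.67 to 0.28 for *Nr1d1* and from -0.34 to 0.20 for *Mef2c*, so that differences of 2-fold lay outside all 4.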

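Genes of fast contraction and of glucose use lay lower in *cSix1* KO soleus, and genes of slow, embryonic and synaptic programs lay higher by camera at its preset correlation. Glycogen genes, slow genes and synaptic genes lost this call with an estimated correlation (adjusted p = 0.0563, 0.227 and 0.0502). Fast sarcomeric genes had a median difference of -1.91, glycolytic genes of -0.38 and glycogen genes of -0.40, against 0.16 for slow sarcomeric genes, 0.57 for embryonic and cardiac contractile genes and 0.28 for genes of the neuromuscular junction. Calcium-handling genes had a median of -0.07, with single members far to either side. Macrophage markers moved with the genes that rose, with 11 of 11 differences positive and a median of 0.33 (camera, adjusted p = 1.36e-06, and 0.0701 with an estimated correlation). None of the 11 passed alone by limma, and 5 were higher at an unadjusted p under 0.05 (2 when adjusted over the list alone; 2 by the methods' t-test unadjusted).
Of 31 lists, 11 differed from the other genes by camera at an adjusted p under 0.05 with the preset correlation of 0.01 between genes. With a correlation estimated from the arrays, 3 did so, the fast sarcomere (adjusted p = 0.0135), the embryonic and cardiac contractile genes (0.0498) and glycolysis (0.0498). The study named 11 of 15, 6 of 9 and 6 of 16 genes of these lists, so that these calls are not independent evidence. At the preset correlation, other splits of the 6 arrays, 3 against 3, gave 3 to 9 called lists. A call at that setting alone is therefore weak evidence.

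**Figure D2:**
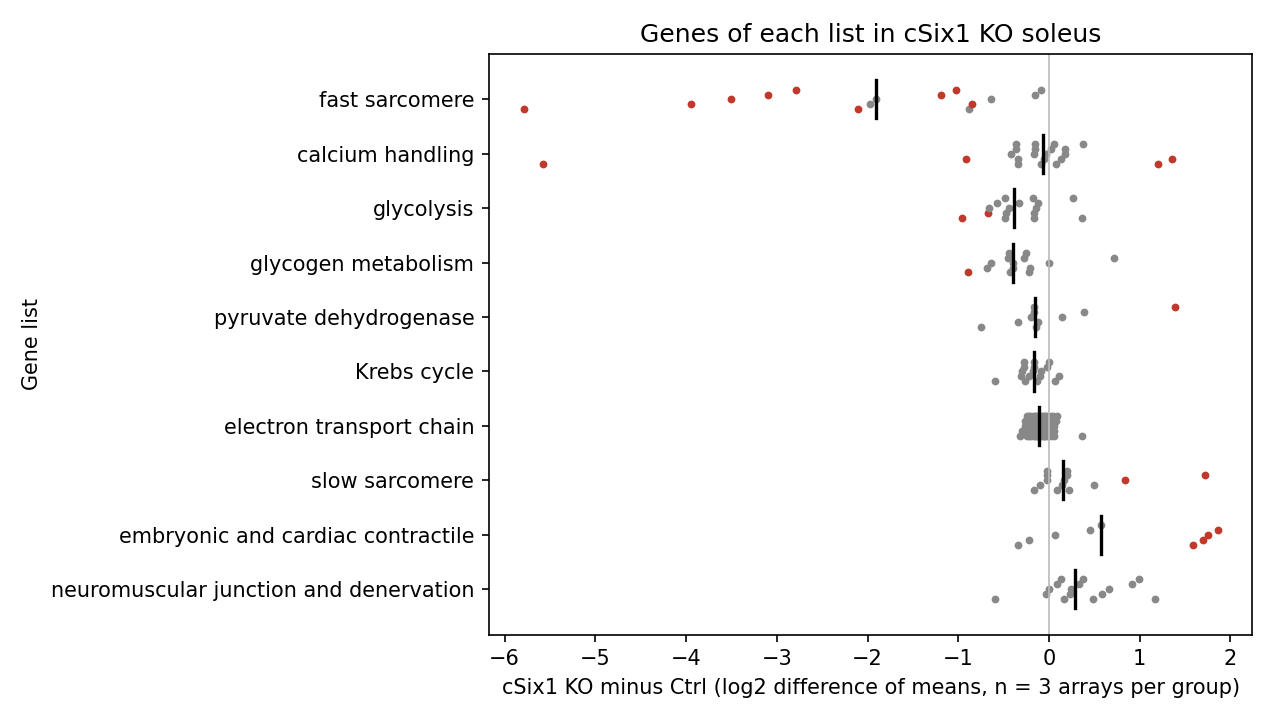
Difference of each measured gene (horizontal axis, log2, *cSix1* KO minus Ctrl, n = 3 arrays per group) in 10 gene lists (vertical axis). Each point is 1 gene, red at an adjusted p under 0.05 and grey otherwise, and the black line is the median of the list; fast sarcomeric genes spread to -5.79 while embryonic and cardiac genes reach 1.86.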

Altogether our results indicate that in SOL of adult mice, Six1 controls the expression of genes coding for fast-type sarcomeric and calcium handling proteins, for glycolytic proteins, and for *Sox6* a known repressor of slow type sarcomeric genes; absence of *Six1* leading to a myofiber switch toward a slower phenotype. 

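*Prox1*, a homeobox gene, read 7.33 ± 0.34 (SD, n = 3) in Ctrl and 8.53 ± 0.60 (SD, n = 3) in *cSix1* KO in soleus, a difference of 1.20 (standard error 0.27, adjusted p = 0.162 from limma). It was 2.3-fold higher and did not pass the test over all probe sets, although every *cSix1* KO mouse lay above every Ctrl mouse. Without *cSix1* KO replicate 3 it passed (adjusted p = 0.0144), and without each other array in turn it did not.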

Interestingly, in SOL of *cSix1 KO*, we also observed the up-regulation of *Prox1* (Fig. 4f), a known repressor of the fast genes *Tnnt3*, *Tnni2*, *MyHCIIA*, and *Myl1*, and which may also account for their down-regulation [49].

Among the genes showing the most up- or down-regulation in mutant SOL, Affymetrix analysis also revealed a strong reduction of the expression levels of *Ddit4l* (*Redd2*) an inhibitor of the mTOR pathway [50], *Rspo3* (R-Spondin3) and *Aldh1a1* and the increase of the expression level of *Nuak1 (*NUAK family, SNF1-like kinase, 1), *Ptgr1* (Prostaglandin reductase1), *Chnrγ* and *Chnrα1* (Acetylcholin receptor gamma and alpha1), and *Cidea* (cell death-inducing DNA fragmentation factor, alpha subunit-like effector A), an inhibitor of AMPK [51] (Fig. 4a). 

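*Ptgr1*, which inactivates prostaglandins and leukotrienes, showed the largest increase of all probe sets in *cSix1* KO soleus, from 7.19 ± 0.16 (SD, n = 3) to 9.47 ± 0.68 (SD, n = 3), a difference of 2.29 (standard error 0.28, adjusted p = 0.0121 from limma). The kinase gene *Nuak1* and the lipid droplet gene *Cidea* rose by 1.07 (standard error 0.15, adjusted p = 0.0245) and 1.38 (standard error 0.22, adjusted p = 0.0487). *Ddit4l* fell by 2.20 (standard error 0.25, adjusted p = 0.0108), and *Aldh1a1*, a retinaldehyde dehydrogenase, by 1.18 (standard error 0.15, adjusted p = 0.0125). *Rspo3*, a secreted activator of Wnt signaling, differed by -1.91 (standard error 0.37, adjusted p = 0.0922), and the acetylcholine receptor genes *Chrng* and *Chrna1* by 1.17 (standard error 0.22, adjusted p = 0.0814) and 0.91 (standard error 0.21, adjusted p = 0.167), none of the 3 passing the test. The groups did not overlap for any of these genes. Single mice or the setting decided several calls. *Chrng* passed with array weights, with 1 probe set per named gene and without *cSix1* KO replicate 3 (adjusted p = 0.0132). *Rspo3* passed with array weights, with 1 probe set per named gene, with the replicate number as a block and without Ctrl replicate 1 (adjusted p = 0.0167). *Ptgr1* lost its call without *cSix1* KO replicate 1 (highest adjusted p = 0.0717, without *cSix1* KO replicate 1), *Ddit4l* without *cSix1* KO replicate 1 (highest adjusted p = 0.0594, without *cSix1* KO replicate 1), *Aldh1a1* without Ctrl replicate 1 or *cSix1* KO replicate 1 (highest adjusted p = 0.0772, without *cSix1* KO replicate 1). *Nuak1* lost it without Ctrl replicate 1, Ctrl replicate 2, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.138, without *cSix1* KO replicate 1) and *Cidea* without Ctrl replicate 1, Ctrl replicate 2, Ctrl replicate 3, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.244, without *cSix1* KO replicate 2). With all 6 arrays, *Cidea* was also lost with arrays centred on their medians (adjusted p = 0.0515), quantile normalization again (0.0535), the replicate block (0.0698) and the term for Y-linked transcripts (0.0565), the last chosen after the data were seen.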

We also validated the expression of those genes by qPCR (Fig. 4f).

These results indicate that Six1 has a role to enhance the glycolytic pathway in myofibers of adult SOL through the transcription of genes coding for glycolytic proteins, and may modulate more generally glucose utilization in adult myofibers by modulating the expression of key modulators of glucose flux among which Krebs cycle genes (Additional file 5: Figure S3).

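Enzymes of the Krebs cycle lay slightly lower in *cSix1* KO soleus as a group. Of 17 measured genes, 15 had a negative difference, with a median of -0.17 and a range of -0.59 to 0.11. None passed alone at an adjusted p under 0.05 from limma (1 lower, *Idh3a*, when adjusted over the list alone), 3 were lower at an unadjusted p under 0.05 and 4 by the methods' t-test. After *Idh3a* the largest difference was that of *Suclg1*, a succinyl-CoA ligase subunit, at -0.31 (standard error 0.14, adjusted p = 0.581). The list lay lower than the other genes (camera, adjusted p = 0.00058, and 0.0684 with an estimated correlation). The paper takes its array and qPCR results (Fig. 4) as pointing to a role of *Six1* in raising glycolysis through transcription. It also reads lower GPDH staining (Fig. 3b) as pointing to less glycolytic flux. Its results offer a wider influence on the use of glucose, Krebs cycle genes included, as a possibility. Its conclusions state such control of glucose use, Krebs cycle genes included, without that hedge.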

### Skeletal muscle-specific Tamoxifen-inducible *Six1* knockout mice also showed fast-to-slow fiber type transition

To examine the role of *Six1* in the maintenance of myofibers phenotype in the adult SOL, we bred *Six1*^*flox/flox*^ mice with transgenic mice expressing Cre-ER^T2^ recombinase under the control of the *HSA* promoter [36] to obtain *Six1*^*flox/flox*^; *HSA-Cre-ER*^*T2*^ conditional inducible knockout mice (hereafter named *ciSix1 KO*), to induce *Six1* deletion after Tamoxifen injection. Eight-week-old *ciSix1 KO* mice and their littermate Ctrl were injected with Tamoxifen. One month after Tamoxifen injection, *Six1* mRNA level in *ciSix1 KO* was reduced by ~90 % compared with that in Ctrl mice (Fig. 5a). We further analyzed SOL fiber-type composition by immunohistochemistry (Fig. 5b, c). The percentage of MyHCI positive fiber in *ciSix1 KO* mice increased to 90 %, and the percentage of MyHCIIA positive fiber in *ciSix1* KO mice decreased to 10 %. This result showed that Six1 is required for the maintenance of *MyHCIIA* expression in SOL at the adult stage.

**Fig. 5:**
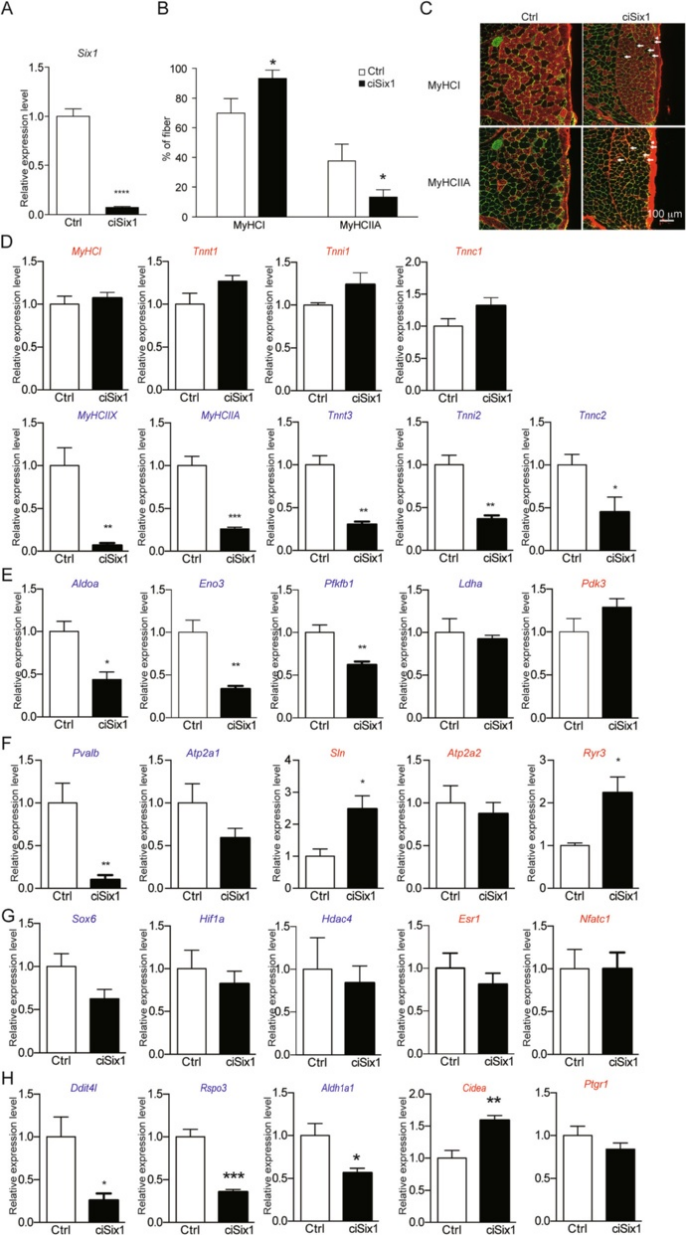
Tamoxifen-induced conditional muscle specific *Six1* knockout reduced fast-type gene expression in soleus. **a** *Six1* mRNA expression levels in SOL of 3 month-old control (Ctrl, *n* = 3) and *ciSix1 KO* (*n* = 4) mice 1 month after tamoxifen injection. **b** Percentage of myofibers expressing MyHCI or MyHCIIA in SOL of 3 month-old control (Ctrl, *n* = 3) and *ciSix1 KO* (*n* = 4) mice 1 month after tamoxifen injection. **c** Immunostaining of MyHCI (*red*) and MyHCIIA (*red*) in SOL of 3 month-old control and *ciSix1 KO* mice 1 month after tamoxifen injection. *Arrows* indicate fibers expressing MyHCIIA, and an *arrow head* indicates a fiber expressing both MyHCI and MyHCIIA in *ciSix1 KO* mice. **d**-**g** mRNA expression levels of sarcomeric genes (**d**), energy metabolism (**e**), calcium regulation (**f**), transcription factors (**g**), and most down-regulated or up-regulated genes (**h**) in SOL of 3 month-old control (Ctrl, *n* = 3) and *ciSix1 KO* (*n* = 4) mice 1 month after tamoxifen injection. *P < 0.05, **P < 0.01, ***P < 0.001

To compare the phenotypic consequences of *Six1* deletion in the adult myofibers and during development, mRNA expression levels of genes identified previously were estimated in SOL of *ciSix1 KO* by qPCR. The expression of fast-type sarcomeric genes (*MyHCIIX*, *MyHCIIA*, *Tnnt3*, *Tnni2*, *Tnnc2*) was also down-regulated (Fig. 5d), consistent with immunohistochemistry results. In contrast, we did not observe a significant up-regulation of slow-type sarcomeric genes (*MyHCI*, *Tnnt1*, *Tnni1*, *Tnnc1*), that may be related to the absence of *Sox6* down regulation (Fig. 5d). For genes controlling glucose metabolism, we observed that the expression level of glycolytic enzymes (*Aldoa*, *Pfkfb1*, and *Eno3*) was *down-regulated*, and that the expression level of *Ldha* and *Pdk3* was not altered (Fig. 5e). Concerning genes controlling calcium handling, mRNA level of *Pvalb* was decreased by 90 % compared with that of Ctrl mice, and an increase of *Sln* and *Ryr3* mRNA levels was observed (Fig. 5f). mRNA level of fiber type regulators such as *Sox6* was not significantly changed between *ciSix1 KO* mice and Ctrl mice (Fig. 5g), contrary to what was observed in *cSix1 KO*. The decreased expression level of *Ddit4l*, *Rspo3*, and *Aldh1a1*, and the increased expression level of *Cidea* were also observed in the SOL of *ciSix1 KO* mice (Fig. 5h). These data show that one main function of Six1 in adult SOL could be to activate the expression of a network of fast-glycolytic specific genes among which are *MyHCIIA*, *Aldoa*, *and Pvalb*. The modulation of slow-type genes expression was not observed in the time window of 4 weeks following Six1 deletion, suggesting that it may take more time to completely transdifferentiate fast-MyHCIIA myofibers into slow myofibers.

### *Pvalb* is a direct target of Six1

A robust reduction of *Pvalb* mRNA observed in *cSix1 KO* mice and in *ciSix1 KO* mice led us to test the hypothesis that *Pvalb* is a direct target of Six1. We analyzed the *Pvalb* promoter sequence and identified MEF3 regulatory elements. Two MEF3 sites located at −725 bp (*Pvalb* MEF3-1) and −148 bp (*Pvalb* MEF3-2) from the transcription start site of *Pvalb* were identified (Fig. 6a). Six1 binding at these MEF3 sites was demonstrated in vivo by ChIP experiments with Six1 antibodies on adult fast GP and TA muscles (Fig. 6b) and confirmed for both of these sites by EMSA assays with recombinant Six1 and Six4 proteins (Fig. 6c). We next tested the transcriptional activating potential of these elements in vivo in transient transfection assays. A 748 bp DNA fragment of the *Pvalb* promoter, including the two identified MEF3 sites, was ligated to pGL3 basic plasmids to generate pGL3-*Pvalb* constructs. Mutations of the two MEF3 sites were introduced in the promoter sequence, giving rise to *Pvalb* mut-MEF3-1, *Pvalb* mut-MEF3-2, and *Pvalb*mut-MEF3-1/2. Luciferase activity was tested after electroporation of these reporter plasmids in adult TA muscles. The activity of a pGL3-*Pvalb* was 100-fold higher than that of the empty pGL3 vector. Luciferase activity was strongly decreased when the MEF3-2 site at -148 was mutated. No further transcriptional decrease of the *Pvalb* promoter was observed when both MEF3 sites were mutated (Fig. 6d). Altogether, these results demonstrate that *Pvalb* is a direct target of Six1, and that Six1 binding to the proximal MEF3 site present in the *Pvalb* promoter is essential for its transcriptional activity in vivo.

**Fig. 6:**
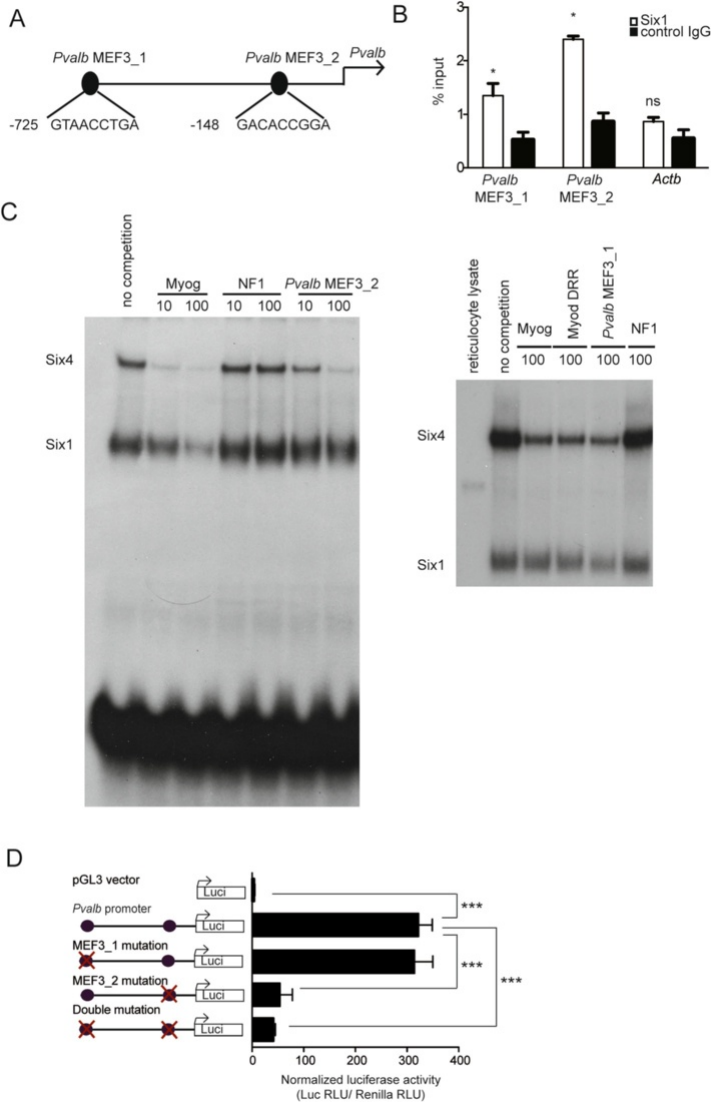
*Pvalb* is a direct target of Six1. **a** Schematic representation of the *Pvalb* promoter. **b** qPCR values of ChIP experiments performed with Six1 antibodies or IgG on GP and TA chromatin, and showing Six1 binding to *Pvalb* MEF3_1 and *Pvalb* MEF3_2. **c** Competitive Electromobility shift assays performed with recombinant Six1 and Six4 proteins and labeled *Myogenin* MEF3 oligonucleotide and 10 or 100 fold molar excess of unlabelled oligonucleotides containing Myogenin MEF3 site, NF1 site, or *Pvalb* MEF3_2 (left panel) and 100-fold molar excess of unlabelled oligonucleotides containing Myogenin MEF3, NF1 site, Myod DRR MEF3 site, or *Pvalb* MEF3_1 sites (*right pannel*) whose sequence is presented on **a. d** Luciferase assays from adult TA muscles electroporated by the indicated luciferase vectors and the TK-renilla luciferase vector allowing normalization. *P < 0.05, ***P < 0.001

## Discussion

In this study, we analyzed the subcellular distribution of Six1 homeoprotein during postnatal development in adult SOL muscle, and the consequences of *Six1* loss during muscle fiber type specialization. We showed that Six1 proteins accumulated differentially in the myonuclei of adult fast and slow fibers. Absence of Six1 delayed the transition from embryonic MyHCemb fiber type to adult fast-type MyHCIIA fiber type, leading to a concerted down-regulation of the fast-type program and up-regulation of the slow-type program. 

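The genotypes separated on the arrays, and mice of 1 genotype differed from each other nearly as much. The first principal component held 36.9% of the variance and placed all 3 *cSix1* KO arrays (0.8 to 24.8) above all 3 Ctrl arrays (-30.6 to -1.6). The lowest correlation between arrays of 1 group was 0.987. At an adjusted p under 0.10 from limma, 81 probe sets were higher and 70 lower in *cSix1* KO, and under 0.01, 3 were higher and 9 lower. The number under 0.05 was 14 without *cSix1* KO replicate 1, 24 without *cSix1* KO replicate 2, 43 without Ctrl replicate 1 and 152 without *cSix1* KO replicate 3. Of the 35 calls among the genes named here, 9 held without each array in turn, those of *Myh1*, *Pvalb*, *Mybpc2*, *Myom2*, *Myl1*, *Mylpf*, *Myl4*, *Pdk3* and 1 probe set of *Scn2a*.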

Transcriptomic analysis of Ctrl and mutant SOL identified a network of down-regulated and up-regulated genes upon Six1 deficiency. Particularly, Six1 is required in the SOL to activate the expression of several fast sarcomeric genes, glycolysis genes, fast-type calcium-handling genes as well as *Sox6*, a repressor of slow genes. Conversely, up-regulated expression was observed in *Six1* mutant SOL for numerous slow sarcomeric genes and for *Prox1*, a repressor of fast genes. 

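Of the slow contractile genes, 2 rose past the threshold in *cSix1* KO soleus, and the other 12 had small differences of either sign. *Myl6b*, a slow myosin light chain, had levels of 8.46 ± 0.54 (SD, n = 3) in Ctrl and 10.18 ± 0.21 (SD, n = 3) in *cSix1* KO, a difference of 1.72 (standard error 0.24, adjusted p = 0.0192 from limma), and *Myh7b*, a myosin heavy chain of slow and heart muscle, rose by 0.84 (standard error 0.12, adjusted p = 0.0245). *Myh7*, the slow heavy chain (MyHCI), differed by 0.50 (standard error 0.11, adjusted p = 0.144) and did not pass. Neither did the slow troponin genes *Tnnt1*, *Tnni1* and *Tnnc1*, at 0.20 (standard error 0.11, adjusted p = 0.662), 0.22 (standard error 0.10, adjusted p = 0.61) and 0.17 (standard error 0.11, adjusted p = 0.734), although no Ctrl mouse reached a *cSix1* KO mouse for any of these 4. The Ctrl means of *Tnnt1* and *Tnnc1*, 13.08 each, lay near the highest array value of 13.84, where a rise may be understated, and that of *Tnni1*, 10.73, did not.
Of 14 measured genes of the slow sarcomere, 2 were higher and none was lower at an adjusted p under 0.05 (3 higher when adjusted over the list alone and at an unadjusted p under 0.05; 7 higher by the methods' t-test unadjusted), and 9 differences were positive and 5 negative. The list lay higher than the other genes (camera, adjusted p = 0.00022, and 0.227 with an estimated correlation). The study named 5 of them, so that the list is not independent evidence. The call of *Myl6b* was lost without Ctrl replicate 1, Ctrl replicate 2, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.111, without *cSix1* KO replicate 1), and that of *Myh7b* without each array in turn (adjusted p between 0.0506 and 0.138) and with quantile normalization again (0.0607).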

We further identified *Pvalb*, a key player in intracellular Ca^2+^ buffering, as a direct target of Six1. Altogether our analysis revealed that *Six1* is an essential genetic determinant of fast-type specialization during the post-natal period, and that *Six1* is required in the adult for the maintenance of this phenotype.

### Development of the fast-type IIA phenotype in SOL

Adult mouse SOL is composed of distinct types of myofibers characterized by their contractile and metabolic properties and expressing either the slow *MyHCI*, the fast *MyHCIIA*, or, more rarely, the fast *MyHCIIX* gene [5]. We observed that the Six1 proteins accumulate differentially in adult myonuclei, with a more pronounced enrichment in fast fibers of the GP (Fig. 1) as compared with the fibers of the SOL. However, Six1 mRNA and total protein levels were found similar between SOL and the fast GP [25]. Altogether, these observations suggest that Six1 could be sequestered outside of most MyHCI myonuclei, or actively retained in the nuclei of fast-type fibers, and we show that this control takes place during the perinatal period. Nevertheless, in the SOL Six1 proteins coordinate the expression of genes specific of the adult fast phenotype (*Mybpc2*, *Tnni2*, *Tnnt3*, *Pvalb*, *Sox6*), most probably in MyHCIIA fibers where these genes are coexpressed with *MyHCIIA*. Most of those fast-type genes are also down-regulated in fast GP or TA muscles of *cSix1* mutant, as already reported [25], demonstrating that Six1 acts as a major determinant of fast type gene expression in the different fast fibers subtypes, its absence leading to a “slower phenotype”. 

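In the soleus arrays, the messenger of the IIB myosin heavy chain, *Myh4*, read lower in *cSix1* KO, at 8.75 ± 0.84 (SD, n = 3) in Ctrl and 6.78 ± 0.38 (SD, n = 3) in *cSix1* KO, a difference of -1.97 (standard error 0.35, adjusted p = 0.0714 from limma) that did not pass the test. It passed with eBayes with trend, array weights, both filters, 1 probe set per named gene and the replicate block (adjusted p between 0.00675 and 0.0434), without Ctrl replicate 3 (adjusted p = 0.042) and in 2 fits for Y-linked transcripts chosen after the data were seen (0.00366 and 0.0113). It did not pass without any other single array (up to 0.322). The 95% confidence intervals of the IIX gene *Myh1* and the IIA gene *Myh2* were -6.10 to -5.48 and -3.99 to -2.21. The embryonic and perinatal genes *Myh3* and *Myh8* differed by 0.45 (standard error 0.17, adjusted p = 0.497) and -0.22 (standard error 0.13, adjusted p = 0.694). These genes are close paralogs, and the files do not show whether their probe sets share signal.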

In the GP and fast tibialis muscles, absence of Six1 leads to the down regulation of *MyHCIIB* and *MyHCIIX* and the up-regulation of *MyHCI* and *MyHCIIA* [25], while in the SOL it abrogates *MyHCIIX* and *MyHCIIA* expression. To explain this discrepancy one can suggest that the absolute quantity of Six homeoproteins (Six1, Six2, Six4, and Six5) present in the myonucleus tightly controls the expression of the fast *Myh* genes cluster [52]; high levels being required to activate *MyHCIIB*, while lower levels would favor *MyHCIIA* expression. In fast muscles, absence of Six1 would lead to decrease the overall Six level which would nevertheless remain sufficient to activate *MyHCIIA* [25], while in the SOL the threshold of Six proteins reached in absence of Six1 would not allow to maintain *MyHCIIA* expression. Quantification of nuclear Six2, Six4, and Six5 proteins remaining in SOL and GP muscles of Six1 mutant mice may help testing this hypothesis. Alternatively, other yet unidentified specific transcription factors may compensate *Six1* loss in fast TA and GP muscles allowing *MyHCIIA* expression observed in *Six1cKO*, while their absence in SOL would preclude *MyHCIIA* expression. Identification of the transcription factor machinery present specifically in MyHCIIA, MyHCIIX and MyHCIIB myofibers and responsible for the expression of a single fast *Myh* gene at the locus remains to be established. We also observed that in *cSix1* mutant SOL, SDH and GPDH activities are decreased, and that many genes coding for glycolytic proteins are downregulated. More particularly, we identified a decrease of *Phosphofructo-kinase*, of *AldolaseA*, of *Glyceraldehyde-3-phosphate dehydrogenase* and of *Enolase 3* mRNAs, arguing for a decreased glucose use in cSix1 mutant SOL. Furthermore, we observed an increase of *Pdk3* and a decrease of *Pdp1* mRNAs, which should lead to a decrease of Pyruvate Dehydrogenase activity and consequently a decrease of acetyl CoA production. 

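On the arrays, *Eno3* stood at 51.4% of its Ctrl level in *cSix1* KO soleus, *Aldoa* at 67.4% and *Pfkm* at 71%, with 95% confidence intervals of the log2 difference of -1.27 to -0.65, -0.80 to -0.34 and -0.74 to -0.25. *Eno3* alone of the 3 passed limma's test over all probe sets. No probe set carries the symbol of *Gapdh* alone, so no value is given for glyceraldehyde-3-phosphate dehydrogenase.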

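Within the pyruvate dehydrogenase system, *Pdk3* stood apart from its relatives. Of 10 measured genes of the complex, its kinases and its phosphatases, *Pdk3* was higher and none was lower at an adjusted p under 0.05 from limma (*Pdk3* higher and *Pdp1* lower when adjusted over the list alone; 1 higher and 2 lower at an unadjusted p under 0.05; 1 and 3 by the methods' t-test unadjusted). The list was not shifted as a whole (camera, adjusted p = 0.753), its median being -0.15 and its mean 0.01, and 7 differences were negative. The 95% confidence interval was 1.08 to 1.69 for *Pdk3* and -1.06 to -0.44 for *Pdp1*. The interval of *Pdk3* is set against a Ctrl mean below the background level.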

Last, expression of *Isocitrate dehydrogenase 3,* higher in MyHCIIA and MyHCIIX myofibers [5], is also decreased in mutant SOL. 

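*Idh3a* stood at 66.6% of its Ctrl level in *cSix1* KO soleus (95% confidence interval of the log2 difference -0.83 to -0.34), from 10.72 ± 0.10 (SD, n = 3) in Ctrl and 10.14 ± 0.07 (SD, n = 3) in *cSix1* KO. The genes of the other subunits, *Idh3b* and *Idh3g*, singled out after their values were seen, differed by -0.28 (adjusted p = 0.644) and -0.30 (adjusted p = 0.453) by limma.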

Altogether these results suggest a concerted control of sarcomeric genes and of genes controlling glucose metabolism by Six1 homeoproteins.

We observed that 3-week-old animals show already a lower accumulation of Six1 in myonuclei of the SOL as compared to the fast gastrocnemius. Mechanisms underlying Six1 nucleocytoplasmic shuttle and specific accumulation in perinatal and adult fast myofibers remain to be identified. At birth, SOL myofibers express the embryonic *MyHCemb*, neonatal and the slow *MyHCI* genes [53]. Fast *MyHCIIA* is detected at the mRNA level at post-natal stages, and its expression increases during the 3 weeks after birth at the expense of *MyHCemb* and *MyHCneo*, whose expression declines with neuromuscular junction (NMJ) maturation [2]. We observed that in *cSix1* SOL the transition from *MyHCemb* to *MyHCIIA* is impaired, and that three weeks old mutant animals still express *MyHCemb* in the SOL, showing the requirement of Six1 for the transition from embryonic *Myh* to adult *Myh* expression and myofiber specialization.

During post-natal development, three main factors are involved in the emergence of adult myofiber specialization [2] and that may control Six1 accumulation specifically in fast myonuclei.

The first factor involves the influence of slow and fast neuromuscular junctions. Myofibers are still polyinnervated at birth in the SOL, and retraction of polyinnervation only takes place in the first weeks after birth giving rise to slow–twitch fatigue resistant and fast–twitch fatigue resistant alpha motoneurons on slow/MyHCI and fast/MyHCIIA myofibers, respectively [54, 55]. During this period, in the rodents’ SOL, the expression of embryonic and neonatal *Myh* is replaced by the expression of either adult *MyHCI* or *MyHCIIA* [53, 56]. Accordingly, low Six1 nuclear accumulation in MyHCI myofibers may be the consequence of slow motoneurons activity. The main second messenger of slow tonic firing in the myofiber is the Ca^++^ concentration flux that modulates Calcineurin and CaMK activities [57]. Calcineurin phosphatase activity then controls the subcellular localization of NFATc transcription factors [14, 58]. Calcineurin signaling from the perinatal period on appears to be essential for fiber-type specialization, as supported by experiments in transgenic animals showing that its blockade by forced MCIP1 expression impairs slow fibers specialization [59].

In SOL of *Myod1-MCIP1* transgenic mice, *Myoglobin* expression is not reduced, while the expression of *MyHCI* is downregulated from day 7 and is undetected from day 14 [59]. We did not detect in *cSix1KO* or *ciSix1* SOL modification of the expression of *Myoglobin*, suggesting that in both cases mutant myofibers are not completely reprogrammed. 

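Myoglobin messenger was abundant in both genotypes. *Mb* read 12.76 ± 0.04 (SD, n = 3) in Ctrl and 12.41 ± 0.08 (SD, n = 3) in *cSix1* KO, a difference of -0.35 (standard error 0.10, adjusted p = 0.337 from limma), which did not pass the test. The 95% confidence interval, -0.58 to -0.12, leaves out 2-fold differences, and the *cSix1* KO values lay below the Ctrl values on all arrays.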

Transient Six1 expression in perinatal myofibers of *cSix1* SOL may explain why *MyHCIIA* is transiently expressed in the perinatal period, until the end of SC accretion that takes place in the first 3 weeks post natal [39], and of regular Six1 positive nuclei supply. Thus, the incomplete reprogramming observed in adult *cSix1* mutant SOL may be the consequence of accretion of new satellite cells into the growing post-natal fast MyHCIIA myofibers that provides transiently a genetically or epigenetically programmed fast phenotype that impairs their total reprogramming.

It is known that *MyHCI* expression during the perinatal period as well as in the adult is nerve-dependent [60–62]. Accordingly, all *cSix1* mutant SOL myofibers that express only *MyHCI* should be innervated by slow motoneurons. We observed a strong decrease of the expression of R-Spondin3 (Rspo3) in *cSix1* mutant myofibers. 

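The decrease of *Rspo3* came from Ctrl mice that differed widely. Its values were 7.36, 9.28 and 8.26 on Ctrl replicates 1, 2 and 3 and 6.45, 6.45 and 6.29 on *cSix1* KO replicates 1, 2 and 3. *cSix1* KO arrays were 3.75-fold lower in the mean, with a 95% confidence interval of -2.73 to -1.08 on the log2 scale. Ctrl replicate 1 was the lowest of its group, and without any other array the adjusted p from limma stayed above the threshold (up to 0.349).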

R-spondins are secreted proteins known to enhance Wnt/β-catenin signaling [63] which is a major actor of neuromuscular jonctions (NMJ) [64]. Mice mutant for β-catenin in the myofiber show presynaptic differentiation defects [65]. Whether a Rspo3/β-catenin pathway controlled by Six1 may favor specific stabilization of fast–twitch fatigue resistant alpha motoneuron on future MyHCIIA myofibers is an interesting issue that remains to be tested. 

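Genes of the neuromuscular junction, several of which rise when muscle loses its nerve, lay higher in *cSix1* KO soleus as a group. Of 16 measured genes, 13 had a positive difference. None passed alone at an adjusted p under 0.05 from limma, 7 were higher and 1 was lower when adjusted over the list alone, and 8 were higher and 1 lower at an unadjusted p under 0.05 (6 and 1 by the methods' t-test). The list lay higher than the other genes (camera, adjusted p = 1.25e-07, and 0.0502 with an estimated correlation). *Ncam1*, a cell adhesion molecule of the synapse, differed by 0.99 (standard error 0.17, adjusted p = 0.0588). It passed with both other forms of eBayes, array weights, both filters, 1 probe set per named gene, the replicate block, without *cSix1* KO replicate 3 (adjusted p = 0.0112) and in 2 fits for Y-linked transcripts chosen after the data were seen. It did not pass without any other single array (up to 0.262). *Chrng* and *Chrna1* were 2.26-fold and 1.88-fold higher, with 95% confidence intervals of 0.68 to 1.67 and 0.45 to 1.38 on the log2 scale. The study named 4 of the 16, so that the list is not independent evidence.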

Related to this observation, we noted the increase of the expression of *Chnrγ* and *Chnrα1*, suggesting NMJ remodeling in *cSix1* SOL.

A second important mechanism involved in fast myofiber specialization during the perinatal period concerns the influence of thyroid hormone [66, 67]. In agreement, hypothyroidic animals show delayed fast *Myh* transition and prolonged *MyHCemb* expression [68], a phenotype also found in *cSix1* mutant SOL. 

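The measured thyroid hormone receptors, partners and deiodinases showed no shift. The corepressor genes *Ncor1* and *Ncor2* and the transporter gene *Slc16a2* had no named probe set, so nothing is said of them. Of 11 measured genes, none was higher or lower at an adjusted p under 0.05 from limma or when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05 (1 by the methods' t-test). The list did not differ from the other genes (camera, adjusted p = 0.998), and its differences ran from -0.35 to 0.20. *Thrb*, the receptor β gene, differed by -0.35 (standard error 0.13, adjusted p = 0.453), *Thra*, the receptor α gene, by 0.20 (standard error 0.14, adjusted p = 0.75), and the coactivator gene *Med1* by 0.20 (standard error 0.12, adjusted p = 0.702).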

Affymetrix transcriptomic analysis did not reveal a link between the presence of Six1 in SOL and the level of thyroid receptors (TR) or TR co-factors expression. This suggesting that the absence of fast phenotype acquisition in *cSix1* mutant SOL is not due to a decreased expression of *TR,* although more detailed analysis of the expression of miR-133a1, a direct TR target gene in adult skeletal muscle involved in the control of TEAD1 expression [67], remains to be performed. While Six1 does not control *TR* expression in SOL, the possibility that nuclear Six1 accumulation in fast myofibers could be controlled by the thyroid hormone axis remains an interesting possibility.

A third factor that may participate in myofiber specialization involves intrinsic cell autonomous differences in distinct population of myogenic progenitors leading to myofibers heterogeneity. It is suspected that adult satellite cells associated with slow or fast muscles have intrinsic different genetic properties, although extrinsic factors arising in extracellular matrix or from muscle position and usage in the limb has not been completely excluded [69]. It is therefore tempting to speculate that satellite cells (SC), associated with future MyHCIIA and MyHCI myofibers in the SOL, accreted in the growing myofiber during post-natal development possess specific heritable properties. As myonuclei present in the SOL at 3 weeks show lower Six1 accumulation as compared with myonuclei of the GP, this may suggest that perinatal SC accreted in growing SOL and GP myofibers express different level of Six1, depending of their localization in the niche of MyHCI or subtypes of fast Myh myofibers. It would thus be interesting to test Six1 expression level in GP and SOL associated SC to confirm this hypothesis.

### Fast MyHCIIA expression in adult soleus

In the mammalian genome, a number of genes are organized in clusters such as the *β-globin* [70], the *Hox* [71], and the fast *Myh* cluster [52]. Within these clusters, the precise order of the genes allows their sequential expression through shared enhancers. We showed previously that in adult fast TA and GP muscles Six1 is bound on a central enhancer located at the *Myh* fast locus between *MyHCemb* and *MyHCIIA*, and that it controls the expression of *MyHCIIB* [25]. We show here that in addition Six1 is essential for efficient fiber type shift from *MyHCemb* to *MyHCIIA* in SOL muscles during postnatal development (Fig. 2). The above mentioned fast *Myh* enhancer is able to activate the transcription of the *MyHCIIX*, *MyHCIIA* and *MyHCIIB* genes and may control higher order chromatin conformation at the locus to allow a single fast *Myh* gene to be expressed in all myonuclei of each fiber [25]. *MyHCIIA* activation during the perinatal period in SOL may also depend on this enhancer, and on its own promoter elements known also to interact with Six1 [25, 72].

It will be of major interest to unravel the mechanisms presiding the choice of the expression of a single fast *Myh* gene at the locus in a given myofiber during the perinatal period, its coordinated associated metabolic specialization and the involvement of Six1 in this matter. In the case of the *β*-*globin*, an LCR localized upstream of *Globin* genes controls the spatiotemporal and sequential expression of each gene at the locus. The transcription factor Sox6 binds to each private *Globin* regulatory elements and coordinates the interactions with the LCR through chromatin conformation modification [73, 74]. Interestingly, Sox6 also binds intergenic regions of *Myh* locus in C2 myotubes [22, 24]. An interesting hypothesis would thus be that mechanisms similar to those controlling the *β-globin* locus could act at the *Myh* locus with Six1 and Sox6 cooperating to orchestrate the spatiotemporal expression of the *Myh* fast genes. *Sox6* mRNA is expressed in adult fast type muscles, not in slow type muscles [22], and skeletal muscle specific *Sox6* knockout mice showed fiber type transition from fast to slow. *cSix1* KO SOL mice have an increased expression of slow type genes that may be partly the consequence of decreased expression of *Sox6* mRNA level observed. We have shown previously that Six homeoproteins also control the nuclear accumulation of Sox6 in fetal muscle [29], and we cannot exclude that in *cSix1* KO this is not also the case. It would be interesting to determine whether Six1 is relocalized ouside of the nucleus in adult *Sox6* mutant myofibers since all myofibers in SOL of *Sox6* mutant mice express *MyHCI* [22, 24] and that in transgenic mice overexpressing Sox6 the expression of slow type genes like *MyHCI* and *Tnni1* is down regulated [75]. The consequence of *Sox6* down regulation observed in *cSix1* SOL may also be responsible of *Prox1* up regulation. *Prox1* is a known repressor of fast muscle gene expression in Zebrafish lying downstream of *Sox6* [76] and its deletion in mouse leads to increased expression of fast *MyHCIIA*, *Tnni2*, and *Tnnt3* genes in SOL [49]. Analysis of the consequences of *Prox1* knock down in *cSix1* SOL would allow to test its involvement in the down regulation of *MyHCIIA*, *Tnni2*, and *Tnnt3*.

### *Six* genes redundancy in adult myofibers

In our study, HSA-CREert2 recombinase induced deletion of *Six1* in 2 months adult myofibers led to a switch toward a slow phenotype within 4 weeks following *Six1* deletion. This inducible switch was characterized by the decreased expression of *MyHCIIX*, *MyHCIIA*, *Pvalb*, *AldoA*, and *Eno3* and an increased number of MyHCI positive myofibers. In this model, the up-regulation of slow-type muscle genes 4 weeks after *Six1* deletion was less obvious than observed in HSA-CRE animals, possibly because in this paradigm the expression of *Sox6,* which inhibits a battery of slow muscle genes, is faintly down-regulated. It is possible that during this time period, Six1 direct targets are efficiently down-regulated, while the up-regulation of slow-type genes might require other modifications such as a switch from fast to slow innervation, and/or decrease of *Sox6* expression. Furthermore, the nuclear level of Six4 and Six5 homeoproteins, both expressed in adult myofibers, might be higher in SOL of *ciSix1* than in *cSix1*. In adult muscles, the Six4-Baf60c transcription complex controls *Deptor* expression and transgenic animals with muscle-specific forced expression of Deptor show a switch from oxidative to glycolytic metabolism and are protected from diet-induced insulin resistance [77]. In *cSix1* mutant SOL, the level of *Deptor* mRNA is unchanged, suggesting that the specific Six4/Deptor genetic axis, if maintained in *cSix1* mutant SOL, is sufficient to maintain the level of expression of genes coding for proteins of the glycolytic pathway. *cSix1* SOL presents a severe decrease of GPDH enzymatic activity, which may be correlated to a decreased expression of *Gpd1* in mutant myofibers. 

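*Deptor*, an inhibitor of mTOR, read 7.36 ± 0.25 (SD, n = 3) in Ctrl and 7.49 ± 0.19 (SD, n = 3) in *cSix1* KO, a difference of 0.14 (standard error 0.15, adjusted p = 0.854 from limma) with a 95% confidence interval of -0.21 to 0.48. *Gpd1*, the cytosolic glycerol-3-phosphate dehydrogenase, fell by 0.67 (standard error 0.11, adjusted p = 0.0498), from 7.42 ± 0.10 (SD, n = 3) to 6.75 ± 0.09 (SD, n = 3). Its call was lost without each array in turn (adjusted p between 0.0856 and 0.255), and with eBayes with trend, either rescaling, the replicate block and the fits for Y-linked transcripts. *Six4* differed by 0.09 (standard error 0.13, adjusted p = 0.883).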

Whether further decreased Six activity by combining Six1 and Six4 loss in adult myofibers would lead to increased defects of glycolytic flux remains to be evaluated.

*Pvalb* is a calcium binding protein responsible for fast calcium concentration decrease and relaxation in fast type muscle fiber after excitation. *Pvalb* knockout mice showed prolonged contraction-relaxation cycle [11] and increased fatigue resistance [44] associated with increased mitochondria composition without major modifications of fiber type specific sarcomeric proteins [43]. We demonstrated that *Pvalb* is a direct target of Six1 (Fig. 6), but did not observe up regulation of oxidative metabolism components neither at the mRNA level nor at the protein level (Figs. 3, 4, 5, and 6) in *cSix1* mutant SOL, with on the contrary a decreased SDH activity. 

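On the arrays, the 4 subunit genes of succinate dehydrogenase, singled out after their values were seen, had differences of -0.13 for *Sdha*, -0.09 for *Sdhb*, -0.10 for *Sdhc* and -0.17 for *Sdhd* (adjusted p of 0.729 or higher from limma). Of the respiratory chain genes together, 13 of 76 had a positive difference. *Pvalb* had a 95% confidence interval of -5.95 to -5.22 on the log2 scale.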

Recent study with single fiber proteomics revealed that MyHCI fibers have less mitochondrial proteins and SDH activity compared to MyHCIIA fibers [5]. The loss of MyHCIIA fiber in SOL of *Six1* KO mice might explain the decreased SDH activity observed. In addition, down-regulation of *Esr1* (estrogen receptor 1), which is known to activate mitochondrial oxidation activity in females [48], was also observed in SOL muscles of *cSix1* KO males. These changes may participate in down-regulation of oxidative metabolism in mutant samples (Fig. 3). In that context, down regulation of *Esr1* could cancel the effect of *Pvalb* expression decrease in regard of mitochondrial activity.

## Conclusions

We present the evidence that Six1 homeoproteins are required in mouse SOL muscles for the acquisition of the fast *MyHCIIA* phenotype by controlling *MyHCIIA* expression and the expression of other fast-type muscle genes among which *Sox6*, and by controlling efficient glucose utilization through the control of glycolytic and of Krebs cycle genes.

## Additional files

Additional file 1: Table S1. Sequence of the oligonucleotides used for qPCR experiments. (DOCX 98 kb) Additional file 2: Figure S1. Fiber number and CSA of SOL of 3 months old *cSix1* KO mice. **a** Fiber number in SOL of 3 month-old control (Ctrl, *n* = 4) and *cSix1 KO* (*n* = 3) mice. **b** Average of CSA in SOL of 3 month-old control (Ctrl, *n* = 4) and *cSix1 KO* (*n* = 3) mice. **c** Distribution of CSA in SOL of 3 month-old control (Ctrl, *n* = 3) and *cSix1 KO* (*n* = 3) mice. **P* < 0.05, ****P* < 0.001. (TIFF 816 kb) Additional file 3: Table S2. Affymetrix microarray analysis in SOL of *cSix1* mice. (XLS 7368 kb) Additional file 4: Figure S2. Affymetrix Microarray analysis showing relative gene expression levels of SOL of 3 months old *cSix1* KO mice (*n* = 3) compared with those of Ctrl mice (*n* = 3). A set of genes was selected characteristic of slow/fast sarcomeres, glycolysis, mitochondrial oxidation, transcription factors regulating slow/fast phenotype, Six-homeoproteins-related genes. (TIFF 1290 kb) Additional file 5: Figure S3. Gene coding for the glycolytic pathway and the Krebs cycle are represented. Genes whose expression is modified in *cSix1* KO are indicated as red (up) or green (down).

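Table S2 lists, for each probe set of the array, the fold change between *cSix1* KO and wild type soleus with its p-value and the transcripts it reads. The part held here covers the 6.92% of 28853 probe sets with the lowest ratios, all of them lower in *cSix1* KO. The deposited values give related but not identical numbers for these probe sets. Across them, the log2 differences computed from the deposited values correlated with those of the table at 0.93, with a slope of 0.88, and probe sets are not independent replicates. *Myh1* and *Pvalb* hold the lowest and the next lowest ratio in the table.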

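Among the relatives and cofactors of *Six1*, the cofactor gene *Eya4* rose in *cSix1* KO soleus and the others did not pass the test. Of 10 measured genes (its paralogs and the Eya and Dach cofactors), 1 was higher and none was lower at an adjusted p under 0.05 from limma (1 higher when adjusted over the list alone; 1 higher and 1 lower at an unadjusted p under 0.05 by limma and by the methods' t-test), and the list as a whole was not shifted (camera, adjusted p = 0.66). *Eya4* read 7.82 ± 0.20 (SD, n = 3) in Ctrl and 8.85 ± 0.13 (SD, n = 3) in *cSix1* KO, and its call was lost without Ctrl replicate 1, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 (highest adjusted p = 0.104, without *cSix1* KO replicate 1). *Six2* and *Six5* differed by -0.25 (standard error 0.14, adjusted p = 0.684) and -0.18 (standard error 0.15, adjusted p = 0.787). The paper's text does not name *Eya4*.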

## Abbreviations

Aldh1a1: Aldehyde dehydrogenase family 1, subfamily A1
Aldoa: Aldolase A, fructose-bisphosphate
ANOVA: Analysis of variance
Atp2a1: ATPase, Ca^++^ transporting, cardiac muscle, fast twitch 1
Atp2a2: ATPase, Ca^++^ transporting, cardiac muscle, slow twitch 2
Baf60c: Brahma-associated factor 60c
Chnrg: Cholinergic receptor, nicotinic, gamma polypeptide
Cidea: Cell death-inducing DNA fragmentation factor, alpha subunit-like effector A
ciSix1: *Six1*^*flox/flox*^
*HSA-Cre-ER*^*T2*^: Conditional inducible knockout mice
CRE: Cre recombinase
cSix1: *Six1*^*flox/flox*^
*HSA-Cre*: Human skeletal actin–CRE conditional knockout mice
Ctrl: Control mice
Ddit4l: DNA-damage-inducible transcript 4-like
EDL: Extensor digitorum longus muscle
EMSA: Electrophoretic mobility shift assay
Eno3: Enolase 3, beta muscle
Esr1: Estrogen receptor 1 (alpha)
Eya1: EYA transcriptional coactivator and phosphatase 1
Gck: Glucokinase
GP: Gastrocnemius plantaris muscle
GPDH: Glycerophosphate dehydrogenase
Hdac: Histone deacetylase
HSA: Human skeletal actin promoter
Ldha: Lactate dehydrogenase A
MCIP1: Myocyte-enriched calcineurin-interacting protein-1
MEF2: Myocyte enhancer factor 2
MEF3: Myocyte enhancer factor 3
MRFs: Myogenic regulatory factors
Mybpc2: Myosin binding protein C, fast-type
Myh: Myosin heavy chain
MyHC: Myosin heavy chain
Mylpf: Myosin light chain, phosphorylatable, fast skeletal muscle
Myoz1: Myozenin 1
NFAT: Nuclear factor of activated T cells
Nuak1: NUAK family, SNF1-like kinase, 1
PBS: Phosphate buffered saline
Pdk3: Pyruvate dehydrogenase kinase, isoenzyme 3
PFA: Paraformaldehyde
Pfkfb1: 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1
Pfkm: phosphofructokinase, muscle
Pgc1α: Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha
PPARβ/δ: Peroxisome proliferator activator receptor delta
Prox1: Prospero homeobox 1
Ptgr1: Prostaglandin reductase 1
Pvalb: Parvalbumin
Rspo3: R-spondin 3
Ryr3: Ryanodine receptor 3
SDH: Succinate dehydrogenase
SEM: Standard error of the mean
SERCA: Sarcoendoplasmic reticulum calcium transport ATPase
Six1: Sine oculis-related homeobox 1
SOL: Soleus muscle
Sox6: SRY (sex determining region Y)-box 6
TA: Tibialis anterior
TFAM: Transcription factor A, mitochondrial
TK: Thymidine kinase
Tnnc: Troponin C
Tnnt: Troponin T

# Supplementary material for: Six1 homeoprotein drives myofiber type IIA specialization in soleus muscle
**Source:** Skelet Muscle. 2016 Sep 5;6(1):30. doi: 10.1186/s13395-016-0102-x
**Supplement:** Additional file 1: Table S1. — Sequence of the oligonucleotides used for qPCR experiments.

**Table S1.** Sequences of the oligonucleotides used for qPCR experiments.

| gene name | Forward (5'- 3') | Reverse (5'- 3') |
| --- | --- | --- |
| *Six1* | CTTTAAGGAGAAGTCTCGGG | TTCCAGAGGAGAGAGTTGAT |
| *Myh7* | AGGGCGACCTCAACGAGAT | CAGCAGACTCTGGAGGCTCTT |
| *Myh2* | CCAAGAAAGGTGCCAAGAAG | CGGGAGTCTTGGTTTCATTG |
| *Myh1* | CGGTGGTGGAAAGAAAGG | CAGGAGTCTTGGTTTCATT |
| *Tnnt1* | CCCCCGAAGATTCCAGAAGG | TGCGGTCTTTTAGTGCAATGAG |
| *Tnnt3* | GGAACGCCAGAACAGATTGG | TGGAGGACAGAGCCTTTTTCTT |
| *Tnni1* | ATGCCGGAAGTTGAGAGGAAA | TCCGAGAGGTAACGCACCTT |
| *Tnni2* | AGAGTGTGATGCTCCAGATAGC | AGCAACGTCGATCTTCGCA |
| *Tnnc1* | GCGGTAGAACAGTTGACAGAG | CCAGCTCCTTGGTGCTGAT |
| *Tnnc2* | ATGGCAGCGGTACTATCGACT | CCTTCGCATCCTCTTTCATCTG |
| *Aldoa* | actctctgctgaccgggctct | aatgcttccggtggactcat |
| *Eno3* | CACAGCCAAGGGTCGATTCC | CCCAGGTATCGTGCTTTGTCT |
| *Pfkfb1* | ATGAGCTGCCCTATCTCAAGT | GTCCCGGTGTGTGTTCACAG |
| *Ldha* | TGTCTCCAGCAAAGACTACTGT | GACTGTACTTGACAATGTTGGGA |
| *Pdk3* | TCCTGGACTTCGGAAGGGATA | GAAGGGCGGTTCAACAAGTTA |
| *Pvalb* | ATCAAGAAGGCGATAGGAGCC | GGCCAGAAGCGTCTTTGTT |
| *Atp2a1* | TGTTTGTCCTATTTCGGGGTG | AATCCGCACAAGCAGGTCTTC |
| *Sln* | GGTCCTTGGTAGCCTGAGTG | CGGTGATGAGGACAACTGTG |
| *Atp2a2* | GAGAACGCTCACACAAAGACC | CAATTCGTTGGAGCCCCAT |
| *Ryr3* | CGAGGGACTTGGGAATCGC | CTTGCAGTGCTCTGACAGATAA |
| *Sox6* | cagcgttctgcatctcagc | tctcctccagcttcttctgc |
| *Deptor* | GACGGCGATAAAACTCATGCA | CCTTGTGCTCATCACACACGT |
| *Hif1a* | ACCTTCATCGGAAACTCCAAAG | ACTGTTAGGCTCAGGTGAACT |
| *Hdac4* | CACTGCATTTCCAGCGATCC | AAGACGGGGTGGTTGTAGGA |
| *Esr1* | CCCGCCTTCTACAGGTCTAAT | CTTTCTCGTTACTGCTGGACAG |
| *Ppard* | TCCATCGTCAACAAAGACGGG | ACTTGGGCTCAATGATGTCAC |
| *Nfatc1* | GACCCGGAGTTCGACTTCG | TGACACTAGGGGACACATAACTG |
| *Ppargc1a* | TATGGAGTGACATAGAGTGTGCT | CCACTTCAATCCACCCAGAAAG |
| *Ddit4l* | ATTTGAAGAGACAACATGCCAGA | AGACCTTAGAGCAACCAAGTTTG |
| *Rspo3* | ATGCACTTGCGACTGATTTCT | GCAGCCTTGACTGACATTAGGAT |
| *Aldh1a1* | TGTGGGAATACCGTGGTTGTC | GTGAAGAGCCGTGAGAGGAG |
| *Nuak1* | TCCAACCTGTACCAGAAGGAC | GGGCATCGTTCCATAAATGAGA |
| *Ptgr1* | GAAGGCTTCCCTACGGACG | GGCTGCAACTCTCATGTAAGGA |
| *Prox1* | AGAAGGGTTGACATTGGAGTGA | TGCGTGTTGCACCACAGAATA |
| *Chnrg* | GGCCAGAGACCTCATCTCCT | GGGGTCGTAGTTTCGCATCA |
| *Cidea* | TGACATTCATGGGATTGCAGAC | GGCCAGTTGTGATGACTAAGAC |
| *Actb* | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |

How the deposited data were processed for this re-analysis (not part of the article)

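The data are expression arrays of soleus muscle from 3 Ctrl and 3 *cSix1* KO mice, 1 array per mouse, the only groups deposited. The paper gives the age of the mice as 3 months and the labels give 8 weeks; the labels name the controls wild type. The labels do not give the sex of the mice, and the paper's discussion speaks of males for *Esr1*. Y-linked transcripts were above background on 1 array of each group (replicate 3), and the other 4 arrays had *Xist* transcript.

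The authors hybridized labelled DNA made from soleus RNA to Affymetrix mouse gene arrays and scanned 1 color. The deposited values are log2 expression values per probe set, normalized by the authors with RMA (robust multi-array average: background correction, quantile normalization over the arrays and median-polish summary). The methods name R for this step and the submitters' processing notes name RMA and Partek, without versions. The methods and the labels also differ in the amount of RNA and the labelling kit. The value table holds 28853 probe sets and 6 columns, all of which were used; columns of values not used numbered 0. Raw scanner files were not available, so the normalization could not be repeated.

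Probe sets were named by the platform's annotation. 21789 carry 1 gene symbol, 1621 carry several and were not named, and 5443 are not listed by the annotation. Of the named probe sets, 21698 have an Entrez identifier in the RefSeq gene table, and no symbol had to be updated; 19938 distinct genes are named. Probe sets of *Six1* and *Pfkfb1*, which the annotation does not list, were named by Table S2. No probe set carries the symbol of *Gapdh* or *Gck* alone. A gene with several probe sets is represented by the one with the highest mean over all arrays.

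From the deposited values, the groups were compared per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, two-sided; 5.77 prior degrees of freedom), with Benjamini-Hochberg adjustment over all probe sets and a threshold at an adjusted p under 0.05. No probe set was filtered out. Differences of at least 2-fold are absolute log2 differences of at least 1. Intervals are 95% confidence intervals from the same model. Exact permutation tests of 3 against 3 arrays cannot give a two-sided p under 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The 95th percentile of 1210 olfactory and vomeronasal receptor probe sets, 5.92, was taken as the background level, since these genes are not expected in soleus. Arrays have no read depth; their number limits the precision.

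The genes named in the text are those of a rule set in advance: the 10 largest increases and the 10 largest decreases among named probe sets that passed the test without overlap between the groups, every gene the paper names for this comparison, and in each gene list up to 4 members with the largest differences among those that passed, or the largest 2 where none did. The part of Table S2 held here and the heat map of Fig. 4a had been read when the rule was set. Other genes are said to have been chosen after their values were seen.

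The 31 gene lists, fixed in the same way, cover the fast and the slow sarcomere, embryonic and cardiac contractile genes, glycolysis, glycogen metabolism, the Krebs cycle, pyruvate dehydrogenase, the electron transport chain, fatty acid oxidation, calcium handling, the neuromuscular junction and denervation, fiber-type regulators, relatives and cofactors of *Six1*, thyroid hormone receptors and cofactors, the interferon response, atrophy and FoxO targets, the integrated stress response, the circadian clock, immediate early genes, sex-linked genes, reference genes for qPCR, and markers of macrophages, endothelial cells, fibroblasts, adipocytes, tendon, Schwann cells, satellite cells, smooth muscle, lymphocytes and blood. Of 456 entries, 418 have a probe set. Each list was tested against the other named genes with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists.

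The scripts were tested on simulated data, in which some of 28853 probe sets were changed in 3 of 6 arrays. Of 100 probe sets changed by 1 on the log2 scale, limma called 73, and of 100 changed by 2, 98; 7 of its 178 calls were false, and no call had the wrong direction. Of 30 lists of 15 unchanged genes, camera called 0, and it called a list shifted by 0.5. The simulated probe sets were drawn independently of each other, while the correlation estimated in the real lists reached 0.75 (tendon). The simulation therefore cannot show how often camera calls lists of correlated genes.

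The alternatives planned in advance were the methods' t-test with and without adjustment, other forms of eBayes (with trend, and robust with trend), array weights, centring each array on its median, quantile normalization applied again, filters at the median level and at the background level, 1 probe set per named gene, the mean over all probe sets of a gene, other thresholds, the replicate number as a block, leaving out each array in turn, and for the lists an estimated correlation and limma's fry. A term for Y-linked transcripts and the fit without both arrays that carry them were added after the data were seen. The qPCR, immunohistochemistry, Western blot and luciferase measurements of the paper have no deposited file and were not analysed.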

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

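The limma fit and the fits that leave out 1 array were planned. The other tests in this part were chosen after the patterns had been seen. For the imprinted genes not seen first, the expected outcome was written down before the test was run. The same holds for how many neighbours on chromosome 10 separated the groups. In all, 25 genes that neither the paper's text nor its heat map names were called by limma at an adjusted p under 0.05 without overlap of the groups, 18 higher and 7 lower in *cSix1* KO. From the higher ones, 5 are listed here because they belong to 1 of the 31 gene lists, to the imprinted genes or to the group on chromosome 10 below: the *Six1* cofactor gene *Eya4* by 1.02 (adjusted p = 0.0151), the slow myosin gene *Myh7b* by 0.84 (0.0245), the imprinted genes *Zdbf2* and *Zim1* by 1.02 each (0.0138 and 0.0225), and *Slc18b1* on chromosome 10 by 0.88 (0.0318). None of the 5 calls held in all fits that leave out 1 array. *Myh7b* and *Slc18b1* lost theirs without each array in turn (adjusted p between 0.0506 and 0.138 and between 0.0536 and 0.198), so that no particular mouse stands out for them. *Eya4*, *Zdbf2* and *Zim1* lost theirs without 3, 3 and 4 of the 6 arrays (up to 0.104, 0.0961 and 0.112). *Zdbf2*, *Zim1* and *Slc18b1* were picked out after their values were seen. Their Ctrl means of 6.33, 5.96 and 6.09 were not far above the background level of 5.92, so the sizes of their differences are uncertain.

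The *cSix1* KO mice differed in how far some fast genes had fallen: set between the other 2 *cSix1* KO arrays and Ctrl on the linear scale, *cSix1* KO replicate 3 kept 26.1% of the Ctrl level of *Tnni2*, 39.8% of that of *Tnnt3*, 20.7% of that of *Myh2* and 37.8% of that of *Tpm1*. Soleus or fast muscle of a Ctrl mouse mixed into this sample would have carried *Myh1*, *Pvalb*, *Mybpc2* and *Myom2* with it, and their highest share was 1.03%. Fast muscle of a *cSix1* KO mouse is not covered by this check, since the paper reports lower *Myh1* and higher *Myh2* there. *Six1* transcript left in this mouse could not be judged: its *Six1* level was -0.18 against the mean of the other *cSix1* KO arrays, and the place of the probe set relative to the deleted part is not known. Sex could not be judged either, since 1 mouse per group had Y-linked transcripts; the interaction of genotype with these transcripts had an adjusted p of 0.2 for *Tnni2*. A difference between mice in how far this set of fast genes was shut down may remain. No explanation beyond mixed tissue, left *Six1* transcript and sex was examined.

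Imprinted genes tended to be higher in *cSix1* KO soleus: of 40 measured, 28 had a positive difference, with a median of 0.23, and 3 (*Peg3*, *Zim1* and *Zdbf2*) passed limma's threshold, as a list with a camera p of 4.26e-09 (0.0131 with an estimated correlation). More satellite cells or fibroblasts would raise the markers of these cells, whose median differences were 0.01 and 0.18. For fibroblasts this is too little for the 3 genes, at 1.02 or more, though the sizes for *Zim1* and *Zdbf2* are uncertain near the background level. The smaller median of the whole list leaves more fibroblasts open. The satellite cell markers had Ctrl means between 6.26 (*Megf10*) and 7.32 (*Myf5*), not far above the background level of 5.92. A rise may be understated at such levels, so their median leaves more satellite cells open, for the 3 genes too. *Peg3* and *Zim1* lie on chromosome 7 and *Zdbf2* on chromosome 1. This argues against 1 linked segment for all 3 genes and leaves it open for *Peg3* and *Zim1*. The list was drawn up after 8 of its genes had been noticed, and among the other 32, 20 had a positive difference and none passed by limma (7 at an unadjusted p under 0.05, 5 by the t-test; camera p = 0.00343, and 0.184 with an estimated correlation). The tendency may therefore rest on the genes that were noticed first, and no biological explanation beyond these cell types was tested.

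3 genes called by limma lay within 10 consecutive named genes on chromosome 10: *H60b* fell by 1.31 (adjusted p = 0.0217; its *cSix1* KO mean of 5.20 was below the background level of 5.92, so the size is uncertain), *Gm10825* fell by 1.53 (0.0165) and *Eya4* rose by 1.02; *Slc18b1* lay just outside, so that 11 consecutive genes held 4 calls. When the 69 calls were shuffled over the named genes, a share of 0.027 of 10000 shuffles gave at least 3 within 10 anywhere, with the width chosen after the genes had been seen, and 1 other chromosome holds a place with as many. A chromosome segment carried along with the Cre transgene could not be told apart from other causes: 14.9% of 47 neighbouring genes not called separated the groups without overlap, against 13.8% of other named genes and 10% by chance (Fisher's exact p = 0.832; *Slc18b1* was left out of the neighbours only after a first run), and the files do not give the place of the transgene. None of 24 genes around *Six4*, which lies next to the deleted gene, passed limma's threshold (1 at an unadjusted p under 0.05, 0 by the t-test), and their largest difference was 0.45 in size. What links the 4 genes, if anything, stays open.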

How the results depend on the processing

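The fits with a term for Y-linked transcripts and without both arrays that carry them were chosen after the data were seen, and the other alternatives were planned. Where a value below crosses its threshold the cause was not tested, unless it is named. No called gene or list reversed its direction under any alternative run. Over 120 gene results, 35 of them called, 2025 values under the alternatives kept their side of the threshold, 102 gained a call and 145 lost it; of the gene list values, 548 kept their side, 17 gained a call and 20 lost it; and of the counts under the alternatives, 23 stayed within 1.5 times and 17 did not.

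After adjustment, limma called 78 probe sets, 50 of them at least 2-fold, and the methods' t-test 0 in both cases; unadjusted, limma called 2497, 91 of them at least 2-fold, and the methods' t-test 2173, 77 of them at least 2-fold. With 1 probe set per named gene, so that fewer were tested, 131 passed (71 higher, 60 lower); at an adjusted p under 0.01, 12 passed, and under 0.10, 151. Without both arrays with Y-linked transcripts 121 passed, 111 of them at least 2-fold. Leaving out 1 array gave between 14 (without *cSix1* KO replicate 1) and 152 (without *cSix1* KO replicate 3), and between 14 and 115 at least 2-fold (the same arrays); without Ctrl replicate 1 it was 43, without *cSix1* KO replicate 2 it was 24, and at least 2-fold 92 without Ctrl replicate 2. The higher share of the calls, 57.7%, was 75.2% without Ctrl replicate 2, 73% without *cSix1* KO replicate 3 and 35.7% without *cSix1* KO replicate 1. With centred arrays 70 probe sets passed and with quantile normalization applied again 71, each sharing 68 with the 78; both ended the calls of *Tnni2*, *Ankrd1*, *Cidea* and *Gpd1*, and the latter that of *Myh7b*. The median difference over all probe sets was -0.019, and 0.001 and -0.010 in these fits. The fit without both arrays with Y-linked transcripts ended the calls of *Myoz1*, *Aldh1a1*, *Gpd1*, *Myh7b*, *Ryr3*, *Tbc1d1* and *Phkg1*. Of all probe sets, 17966 had a mean above the background level, which limits what can be said of the others.

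For 9 of the 11 called lists, the setting with an estimated correlation gave the highest adjusted p of 19 alternatives. It ended the calls of the slow sarcomere (0.227), glycogen metabolism (0.0563), the Krebs cycle (0.0684) and the electron transport chain (0.0563). Those of the neuromuscular junction (0.0502), macrophages (0.0701), the interferon response (0.851) and adipocytes (0.169) ended too. The estimate was -0.03 for the Krebs cycle and 0.01 for the electron transport chain, no higher than the preset 0.01. A higher correlation therefore does not account for the loss of either call, and what does was not tested. By fry, calcium handling was called (0.00127), and the interferon response (0.87) and adipocytes (0.115) were not. By fry's mixed test, which ignores direction, lists with members on both sides were called: atrophy (0.00949), calcium handling (0.000124), fiber-type regulators (0.0189), pyruvate dehydrogenase (0.000452) and the relatives and cofactors of *Six1* (0.000272); the interferon response (0.694) and adipocytes (0.352) were not. The interferon response was also lost with robust eBayes with trend (0.0897) and quantile normalization applied again (0.0555). Fibroblasts were called with array weights (0.0395) and the term for Y-linked transcripts (0.0454), and immediate early genes with that term (0.0454) and without both arrays with Y-linked transcripts (0.0203), where adipocytes were lost (0.0822). Over the fits that leave out 1 array, the adjusted p ranged from 4.48e-07 (without Ctrl replicate 1) to 0.701 (without Ctrl replicate 3) for the interferon response, from 0.0105 (without Ctrl replicate 3) to 0.367 (without *cSix1* KO replicate 2) for immediate early genes, from 0.0101 (without Ctrl replicate 1) to 0.788 (without *cSix1* KO replicate 3) for endothelial markers, from 0.00527 (without Ctrl replicate 2) to 0.75 (without Ctrl replicate 1) for fibroblasts and from 0.00108 (without Ctrl replicate 1) to 0.0801 (without Ctrl replicate 3) for adipocytes. The filters left too few genes to test the sex-linked list, and the filter at the median level those of lymphocytes and blood.

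Ctrl and *cSix1* KO arrays share replicate numbers, and the paper does not say that these pair the mice. With the number as a block, 91 probe sets passed, 60 of them at least 2-fold, and fibroblasts (0.0188) and immediate early genes (0.0342) were called. After removal of the group means, arrays of the same number correlated at -0.12, 0.18 and 0.11, and Ctrl replicate 1 correlated best with *cSix1* KO replicate 3 (0.14), so the numbers were not taken as pairs.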

Differences from the paper's values

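Table S2 gives fold changes computed by the authors, of which 6.92% of the probe sets, all lower in *cSix1* KO, are held here; its values are given on the log2 scale. In that part, 39 genes and probe sets named here have a value. Of these, 21 lay within the replicate SD of the values here and 18 beyond it. The largest gap was 0.81, and the median of the values here minus the table's was 0.15. The paper describes only 1 set of such arrays, so the spread between mice is a yardstick of size and does not measure this disagreement. The held rows are those with the lowest ratios in Table S2, which by itself favors less negative values here. The following give the value of Table S2 first and then the value here: *Myh1* -6.60 and -5.79; *Pvalb* -6.11 and -5.58; *Mybpc2* -4.43 and -3.94; *Myom2* -3.56 and -2.79; *Mylpf* -1.49 and -1.19; *Aldh1a1* -1.89 and -1.18; *Myoz1* -1.53 and -1.03; *Idh1* -0.89 and -0.62; *Idh3a* -0.77 and -0.59; *Aldoa* -0.62 and -0.57; *Myh8* -0.78 and -0.22; *Nfatc1* -0.28 and -0.08. For these 12, none of the 17 alternatives set before the data were examined fell within the replicate SD of the value of Table S2.

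For 6 genes some did. *Ddit4l* was -2.79 in Table S2 and -2.20 here, and *Tbc1d1* -0.94 and -0.78; both fell within without Ctrl replicate 1 (-2.39 and -0.85) and without *cSix1* KO replicate 3 (-2.50 and -0.85), and not under the other 15. *Tnnc2* was -0.56 in Table S2 and -0.64 here, within with centred arrays (-0.62), with quantile normalization applied again (-0.54) and without Ctrl replicate 1 (-0.61), Ctrl replicate 2 (-0.62), *cSix1* KO replicate 1 (-0.63) or *cSix1* KO replicate 2 (-0.62), and not under the other 11. *Thrb* was -0.51 in Table S2 and -0.35 here, within with quantile normalization applied again (-0.38) and without Ctrl replicate 3 (-0.42), *cSix1* KO replicate 1 (-0.42) or *cSix1* KO replicate 2 (-0.36), and not under the other 13. *Ldhd* was -0.43 in Table S2 and -0.25 here, within without Ctrl replicate 3 (-0.34), and not under the other 16. *Ldha* was -0.28 in Table S2 and -0.14 here, within with quantile normalization applied again (-0.17) and without Ctrl replicate 1 (-0.21), Ctrl replicate 3 (-0.15), *cSix1* KO replicate 1 (-0.19) or *cSix1* KO replicate 2 (-0.15), and not under the other 12.

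The paper names glycolytic and other metabolic genes as lower in *cSix1* KO soleus, from qPCR beside the arrays, while only the arrays are used here. *Eno3*, *Tbc1d1* and *Gpd1* passed limma's threshold here in that direction, and *Pdk3*, which the paper gives as higher, passed as higher. The following did not pass, and each lay in the paper's direction: *Ldha* (-0.14, adjusted p = 0.8), *Ldhd* (-0.25, 0.605), *Pfkm* (-0.49, 0.144), *Slc2a4* (-0.49, 0.208), *Aldoa* (-0.57, 0.0677), *Idh3a* (-0.59, 0.0783), *Idh1* (-0.62, 0.0637), *Ckm* (-0.68, 0.122), *Pdp1* (-0.75, 0.0783) and *Pfkfb1* (-1.94, 0.0925). By the t-test that the methods name, without adjustment, all of these except *Ldha* and *Ldhd* passed at 0.05. After adjustment over all probe sets, *Aldoa* was called with eBayes with trend, robust eBayes with trend, the filter at the median level and 1 probe set per named gene; *Idh3a* with both forms of eBayes and 1 probe set per named gene; *Idh1* with the filter at the median level and 1 probe set per named gene; *Ckm* with robust eBayes with trend; *Pdp1* with 1 probe set per named gene; and *Pfkfb1* with the replicate block, without *cSix1* KO replicate 3, and in the 2 fits for Y-linked transcripts chosen after seeing the data. At an adjusted p under 0.10, *Aldoa*, *Idh3a*, *Idh1*, *Pdp1* and *Pfkfb1* passed; *Pfkm*, *Slc2a4*, *Ldha* and *Ldhd* were called under no adjusted setting.

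Of the regulators, the paper gives *Sox6* and *Esr1* as lower and *Prox1* as higher, from qPCR (Fig. 4e and f) beside the arrays. The values here come from the arrays alone, with p-values adjusted over all probe sets, and do not test the qPCR results. Here *Sox6* was -0.63 (adjusted p = 0.0757), *Esr1* -0.44 (0.247) and *Prox1* 1.20 (0.162), in the same directions and past the threshold for none by limma. By the unadjusted t-test all 3 passed, *Sox6* was called with 1 probe set per named gene and under 0.10, *Prox1* without *cSix1* KO replicate 3, and *Esr1* under no adjusted setting. The paper lists *Rspo3* among the lower and *Chrng* and *Chrna1* among the higher genes and also reports qPCR (Fig. 4f). The array differences here were -1.91, 1.17 and 0.91 (adjusted p = 0.0922, 0.0814 and 0.167 by limma). By the unadjusted t-test all 3 passed. *Rspo3* was called with array weights, 1 probe set per named gene, the replicate block and without Ctrl replicate 1; *Chrng* with array weights, 1 probe set per named gene, without *cSix1* KO replicate 3 and without both arrays with Y-linked transcripts, a fit chosen after seeing the data; both passed under 0.10; and *Chrna1* was called under no adjusted setting. *Ddit4l*, *Aldh1a1*, *Nuak1*, *Ptgr1* and *Cidea*, which the paper lists beside them, passed here.

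By qPCR the paper reports slow genes as raised and fast troponin genes as absent or much lower. On the arrays *Myh7* was 0.50 (adjusted p = 0.144), *Tnnt1* 0.20 (0.662), *Tnni1* 0.22 (0.61), *Tnnc1* 0.17 (0.734), *Tnnc2* -0.64 (0.0503) and *Tnnt3* -1.91 (0.0548), none past the threshold by limma; *Tnni2* passed. By the unadjusted t-test all but *Tnnc1* passed. After adjustment, *Myh7* was called with both forms of eBayes; *Tnnc2* with both forms of eBayes, array weights, both filters and 1 probe set per named gene; *Tnnt3* with eBayes with trend, array weights, both filters, 1 probe set per named gene, the replicate block and without *cSix1* KO replicate 3, and in the 2 fits for Y-linked transcripts chosen after seeing the data; *Tnnc2* and *Tnnt3* passed under 0.10; and *Tnnt1*, *Tnni1* and *Tnnc1* were called under no adjusted setting. The paper also gives *Atp2a2* as higher by qPCR. On the arrays it was 0.18 (adjusted p = 0.717 by limma). By qPCR the paper no longer detected *Myh1*, *Myh2*, *Tnni2* and *Tnnt3* in *cSix1* KO soleus. Their mean array levels there were 6.55, 9.79, 9.90 and 11.52, above the background level of 5.92. The reason for this gap between qPCR and arrays was not tested.

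The paper finds no large change among genes of oxidative metabolism. As lists, the electron transport chain (camera, adjusted p = 0.000125) and the Krebs cycle (0.00058) lay lower here, by medians of -0.10 and -0.17, and no single member passed by limma (3 of the electron transport chain and 3 of the Krebs cycle at an unadjusted p under 0.05). With an estimated correlation neither list was called (0.0563 and 0.0684), and fatty acid oxidation was not called (0.96).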

Other observations

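In this part, the fits for Y-linked transcripts were chosen after the data were seen. Markers of macrophages were higher on every *cSix1* KO array than on any Ctrl array in their mean. The mean over the 11 markers was 6.73, 7.01 and 6.79 in Ctrl and 7.21, 7.24 and 7.16 in *cSix1* KO (replicates 1, 2 and 3), with *Mrc1*, a receptor of tissue macrophages, at 1.16 (adjusted p = 0.0797 by limma) and *Csf1r* at 0.53 (0.344). *Mrc1* was called with array weights, with 1 probe set per named gene, with the replicate block, without *cSix1* KO replicate 3 and in both fits for Y-linked transcripts, and was not called without any other single array. Adipocyte markers lay higher, with a median of 0.22 and 7 of 8 differences positive (camera, adjusted p = 0.0083, and 0.169 with an estimated correlation); *Adipoq* differed by 0.61 (adjusted p = 0.46). None passed by limma (2 higher at an unadjusted p under 0.05; 0 by the t-test), and the call was lost without Ctrl replicate 3 (0.0801). Interferon-inducible genes lay lower (median -0.25; camera, adjusted p = 0.0481, and 0.851 with an estimated correlation), with means of 6.92, 7.47 and 7.68 on the Ctrl arrays and 6.90, 6.92 and 7.52 on the *cSix1* KO arrays, so that Ctrl replicate 1 lay with the *cSix1* KO group. Without Ctrl replicate 3, Ctrl replicate 2, *cSix1* KO replicate 1 or *cSix1* KO replicate 2 they were not called (0.701, 0.29, 0.417 and 0.447), and no member passed alone by limma (0 at an unadjusted p under 0.05, and 0 by the t-test).

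The remaining lists were not called by camera. Fibroblast markers had an adjusted p of 0.0726 (median 0.18), immediate early genes 0.0831 (-0.13), and reference genes for qPCR 0.0952 (0.12), with *Hprt* at 0.52, *Ppia* at 0.57 and *Actb*, the reference of the paper, at 0.20 (adjusted p = 0.205, 0.359 and 0.66). Smooth muscle markers had 0.47, endothelial and satellite cell markers 0.66 each, genes of atrophy 0.786, the integrated stress response, the circadian clock, the sex-linked genes and the markers of tendon and lymphocytes 0.96 each, Schwann cells 0.987 and blood 0.998. For tendon the median was 0.02 and the mean -0.01, for lymphocytes -0.05 and 0.01 and for blood -0.01 each, while camera placed these 3 lists higher. No member of these lists was called by limma; at an unadjusted p under 0.05 there were 3 members for atrophy, 2 each for the clock, tendon and reference genes, 1 each for Schwann and satellite cells and 0 for the others, and by the t-test 3 for atrophy, 2 each for the clock and reference genes, 1 for lymphocytes and 0 for the others. The paper speaks of *Esr1* in male mice; 2 of the 3 mice of each group had *Xist* transcript (8.36 to 9.48, against 4.32 and 4.62 in the others).

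The 6 arrays can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 78 probe sets, the highest other 6; 50 at least 2-fold, the highest other 6; and 11 lists called by camera, the highest other 9; 1 of 10 splits, the real one, reached each of these values.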
